# Gene Expression Deregulation in Postnatal Skeletal Muscle of TK2 Deficient Mice Reveals a Lower Pool of Proliferating Myogenic Progenitor Cells

**DOI:** 10.1371/journal.pone.0053698

**Published:** 2013-01-14

**Authors:** João A. Paredes, Xiaoshan Zhou, Stefan Höglund, Anna Karlsson

## Abstract

Loss of thymidine kinase 2 (TK2) causes a heterogeneous myopathic form of mitochondrial DNA (mtDNA) depletion syndrome (MDS) in humans that predominantly affects skeletal muscle tissue. In mice, TK2 deficiency also affects several tissues in addition to skeletal muscle, including brain, heart, adipose tissue, kidneys and causes death about 3 weeks after birth. We analysed skeletal muscle and heart muscle tissues of *Tk2* knockout mice at postnatal development phase and observed that TK2 deficient pups grew slower and their skeletal muscles appeared significantly underdeveloped, whereas heart was close to normal in size. Both tissues showed mtDNA depletion and mitochondria with altered ultrastructure, as revealed by transmission electron microscopy. Gene expression microarray analysis showed a strong down-regulation of genes involved in cell cycle and cell proliferation in both tissues, suggesting a lower pool of undifferentiated proliferating cells. Analysis of isolated primary myoblasts from *Tk2* knockout mice showed slow proliferation, less ability to differentiate and signs of premature senescence, even in absence of mtDNA depletion. Our data demonstrate that TK2 deficiency disturbs myogenic progenitor cells function in postnatal skeletal muscle and we propose this as one of the causes of underdeveloped phenotype and myopathic characteristic of the TK2 deficient mice, in addition to the progressive mtDNA depletion, mitochondrial damage and respiratory chain deficiency in post-mitotic differentiated tissue.

## Introduction

Replication of nuclear DNA requires a large amount of deoxyribonucleoside triphosphates (dNTPs) and accordingly dNTP synthesis is strongly up-regulated in cycling cells. However, continuous mitochondrial DNA (mtDNA) synthesis in post-mitotic cells places a requirement of generating precursors for DNA synthesis also outside of S-phase. In eukaryotic cells, mtDNA represents 1–5% of total DNA in the cell and only a relatively small fraction of dNTPs is required for its replication. Early evidence suggested tight spatial separation of mitochondrial and cytosolic dNTP pools [1], [2], but more recent work has shown that mitochondrial and cytosolic dNTP pools are in fact rapidly mixed [3], [4].

dNTPs are generated via two pathways: the *de novo* pathway and the salvage pathway [5]. Cycling cells have a high rate of cytosolic *de novo* production catalyzed by ribonucleotide reductase (RNR). Also high activities of the cytosolic salvage pathway enzymes thymidine kinase 1 (TK1) and deoxycytidine kinase (dCK) are present in cycling cells. Post-mitotic cells have much lower levels of dNTP pools, and their synthesis rely heavily on the mitochondrial salvage pathway. In the salvage pathway, deoxyribonucleosides, derived from external sources or recycled within the cell, are phosphorylated and reused in DNA synthesis. The first phosphorylation step is rate limiting, and is performed by TK1 and dCK in cytosol and by thymidine kinase 2 (TK2) and deoxyguanosine kinase (DGUOK) in mitochondria [6]. TK1 phosphorylates deoxythymidine (dThd) and deoxyuridine (dUrd), and dCK phosphorylates deoxycytidine (dCyd), deoxyadenosine (dAdo) and deoxyguanosine (dGuo). Of the mitochondrial kinases, TK2 catalyzes phosphorylation of dThd, dCyd and dUrd while DGUOK phosphorylates dGuo and dAdo. Inactivating mutations in *TK2* or *DGUOK* severely compromise mtDNA maintenance and lead to mtDNA depletion syndromes (MDS) in humans [7]. *TK2* mutations primarily cause myopathic MDS [8]–[10], a form that presents in early infancy as feeding difficulty, failure to thrive, hypotonia and muscle weakness. Serum creatine kinase is often elevated, and the disease typically causes early death. *DGUOK* mutations are associated with a hepatocerebral form of MDS that typically presents with failure to thrive, vomiting, hypotonia and hypoglycemia [11].

MDS pathologies, and other kinds of mtDNA-associated diseases caused by primary DNA mutations or by defects in nuclear-encoded mtDNA maintenance proteins, usually lead to a deficient oxidative phosphorylation and to an insufficient ATP production, which does not explain why there are several types of different diseases instead of just one [7]. Virtually every organ system can be affected during mitochondrial disease, but tissues with high requirements for oxidative energy metabolism, such as muscle, heart, eye and brain are particularly vulnerable. Other cells, such as lymphocytic cells and skin cells seem to handle TK2 deficiency without major problems.

We have taken advantage of the thymidine kinase 2 knockout (*Tk2* ^−/−^) mouse model previously created in our laboratory [12] in order to further elucidate the cellular responses to lack of TK2. These TK2 deficient mice essentially develop normally for the first week but from then on exhibit a severe ataxic phenotype, growth retardation, pronounce hypothermia and die within 3 to 4 weeks of life. These mice also exhibit progressive mitochondrial DNA (mtDNA) depletion in several organs but without increased mtDNA mutations or structural alterations [12]. A similar picture was observed in the *Tk2* (H126N) knock-in mouse, which developed rapidly progressive weakness after age 10 days and died within 3 weeks. These mice showed unbalanced dNTP pools, mtDNA depletion and defects of respiratory chain enzymes containing mtDNA-encoded subunits that were most prominent in central nervous system [13]. Encephalomyopathy, neuronal dysfunction and generalized neurological impairment have also been observed in TK2 deficient mice [12]–[14], as well as an abnormal development and affected endocrine properties of adipose tissues [15]. It has been proposed that organ specificity and resistance to pathology in *Tk2* mutant organs depend on transcriptional compensation to the reduced mtDNA level, which seems to be the case in heart, but not in brain [16].

In the present study, skeletal muscle from the hind limb and heart muscle tissue from wild-type (*Tk2* ^+/+^) and *Tk2* ^−/−^ mice in postnatal development stage were compared in terms of growth, mtDNA levels, mitochondria phenotype and gene expression. We concluded that deficiency in the mitochondrial pyrimidine deoxyribonucleoside salvage enzyme led to mtDNA depletion, mitochondrial abnormalities and pronounced gene deregulation in both skeletal muscle and heart muscle tissues. The results also demonstrate that TK2 deficiency affects the function of myogenic progenitor cells in postnatal skeletal muscle tissue, which can be associated with slow muscle growth and slow development in *Tk2* knockout mice.

## Results

### TK2 deficient mice grow slower than the wild-type counterparts

Immediately after birth, *Tk2* knockout pups (*Tk2* ^−/−^) were not distinguishable from their wild-type (*Tk2* ^+/+^) or heterozygous (*Tk2* ^+/−^) litter counterparts. However after 14 days, *Tk2* ^−/−^ mice showed pronounced growth retardation. The body weight at this stage was 52% of the *Tk2* ^+/+^ mice's weight (Table 1). The average weight of the *Tk2* ^−/−^ mice analysed was 4.2±0.4 g, while for *Tk2* ^+/+^ mice the average weight was 8.2**±**0.4 g. The average weight of individual organs was always lower in *Tk2* ^−/−^ 14 days-old mice as compared to *Tk2* ^+/+^ mice, but for heart the decrease was not statistically significant (Table 1). Also, when we compared relative weights of different organs to total body weight, we observed that relative weight of *Tk2* ^−/−^ hearts was higher compared to skeletal muscle or liver, which was used as a non-muscular control tissue. In fact, when we compared the size of hearts and hind limbs (skeletal muscle) of 14 days-old *Tk2* ^+/+^ and *Tk2* ^−/−^ mice (Figure S1A), we observed that hearts were similar in size whereas the limbs of *Tk2* ^−/−^ mice were much smaller, thus it was clearly visible that heart tissue did not decrease in growth as skeletal muscle did. Although all muscular tissues are high energy demanding tissues, and consequently highly dependent on mitochondria metabolism, the observed differences between heart and skeletal muscle in response to the same enzyme deficiency led us to further analysis.

**Table 1:** Body and organs weights in 14 days-old *Tk2* ^+/+^ and *Tk2* ^−/−^ mice.

	*Tk2* ^+/+^	*Tk2* ^−/−^	% of *Tk2* ^+/+^
**Total body (g)**	**8.21±0,38**	**4.27±0,40** ***	**52.0%**
**Hind limb (skeletal muscles + associated bones) (g)**	405.10±25.19	231.67±35.50 **	57.2%
**Heart (g)**	45.80±4.61	39.03±4.20	85.2%
**Liver (g)**	309.53±14.26	164.83±18.79***	53.3%
**Hind limb/Total body**	**4.90±0.49**	**4.61±0.61**	
**Heart/Total body**	**0.55±0.04**	**0.78±0.10**	
**Liver/Total body**	**3.73±0,05**	**3.28±0.30**	

For each measurement, data from at least 3 different mice have been used (*n*≥3).The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ body or tissues weights are shown - **P<0.01;

*** *P*<0.001.

### Levels of mtDNA in skeletal muscle and heart during postnatal development

We compared mtDNA copy number per diploid genome in knockout (*Tk2* ^−/−^) muscle tissues with *Tk2* ^+/+^ tissues, during the same phase of postnatal development and observed that mtDNA depletion in *Tk2* ^−/−^ heart and skeletal muscle increased along the stage of postnatal development analysed (from 4 to 14 days after birth). Some mtDNA copy number decrease was also detected during this phase in *Tk2* ^+/+^ muscle tissues, but depletion was always more pronounced in *Tk2* ^−/−^ mice tissues. During the first 4 days of life, depletion relative to *Tk2* ^+/+^ was not detected, but the number of mtDNA copies was already different at the age of 8 days (55.0% of *Tk2* ^+/+^ mtDNA content in skeletal muscle and 60.3% in heart) and the difference was even bigger at the age of 14 days (26.8% in skeletal muscle and 30.6% in heart) (Table 2). Compared to day 4, where no statistically significant difference was detected, mtDNA copy number remaining in skeletal muscle and heart at day 14 decreased in both, *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues, but that decrease was much higher for *Tk2* ^−/−^ tissues (Table 2). We also observed that after postnatal development (21 days), *Tk2* ^+/+^ skeletal muscle tissue had much lower levels of mtDNA copies as compared to *Tk2* ^+/+^ heart tissue. At 2 months of age, heart contained about 25000 mtDNA copies per diploid nucleus, about 5 times more than the approximately 5000 copies per nucleus present in skeletal muscle (data not shown).

**Table 2:** mtDNA copy number per diploid nucleus in skeletal muscle and heart of *Tk2* ^+/+^ and *Tk2* ^−/−^ pups at 4, 8 and 14 days after birth.

	day 4	day 8	day 14	% of mtDNA (day 14 *vs.* day 4)
Skeletal muscle *Tk2* ^+/+^	2597±517	2766±306	1289±694	**49.6%**
Skeletal muscle *Tk2* ^−/−^	2491±151	1522±485**	345±81 *	**13.8%**
**% of mtDNA (** ***vs. Tk2*** **^+/+^)**	**95.9%**	**55.0%**	**26.8%**	**-**
Heart *Tk2* ^+/+^	4431±521	4491±1150	3131±1029	**70.7%**
Heart *Tk2* ^−/−^	3431±1316	2706±803 *	958±842 *	**27.9%**
**% of mtDNA (** ***vs. Tk2*** **^+/+^)**	**77.4%**	**60.3%**	**30.6%**	-

For each time point, data from at least 3 different mice have been used (*n*≥3). The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues are shown - *P<0.05;

** *P*<0.01.

### Mitochondria ultrastructure is altered in TK2 deficient mouse muscle tissues

We further analysed the mitochondrial phenotype both in heart and skeletal muscle of wild-type (*Tk2* ^+/+^) and *Tk2* knockout (*Tk2* ^−/−^) mice. In a previous study from our group [12], it was described that 14 days-old knockout mice did not show major skeletal muscle histological changes (Figure S1B) and had mitochondria with disrupted *cristae* structure in heart tissue. We analysed the ultrastructure of skeletal muscle and heart muscle mitochondria with transmission electron microscopy and confirmed the previous observation in heart and an even more pronounced alteration in skeletal muscle (Figure 1A and B). Mitochondria from *Tk2* ^−/−^ skeletal muscle were bigger and less dense than *Tk2* ^+/+^ mitochondria and their inside *cristae* structure was disrupted. However, mitochondria membranes were not degraded. In order to elucidate if the quantity of mitochondria was altered in these tissues, we compared by Western-blot the expression of a membrane mitochondrial protein (VDAC – voltage-dependent anion channel) and a cytoplasmic protein (β-actin). The ratio between the expression of these proteins in skeletal muscle did not differ between *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues, indicating a similar quantity of mitochondria (Figure S2). However, in heart, the expression of VDAC protein seemed to be slightly increased in *Tk2* ^−/−^ tissue comparing to *Tk2* ^+/+^ heart. Another observed difference in *Tk2* knockout skeletal muscle samples was a high accumulation of lipid globules/droplets (Figure S3). These structures were not found in the *Tk2* ^+/+^ skeletal muscle samples analysed.

**Figure 1:**
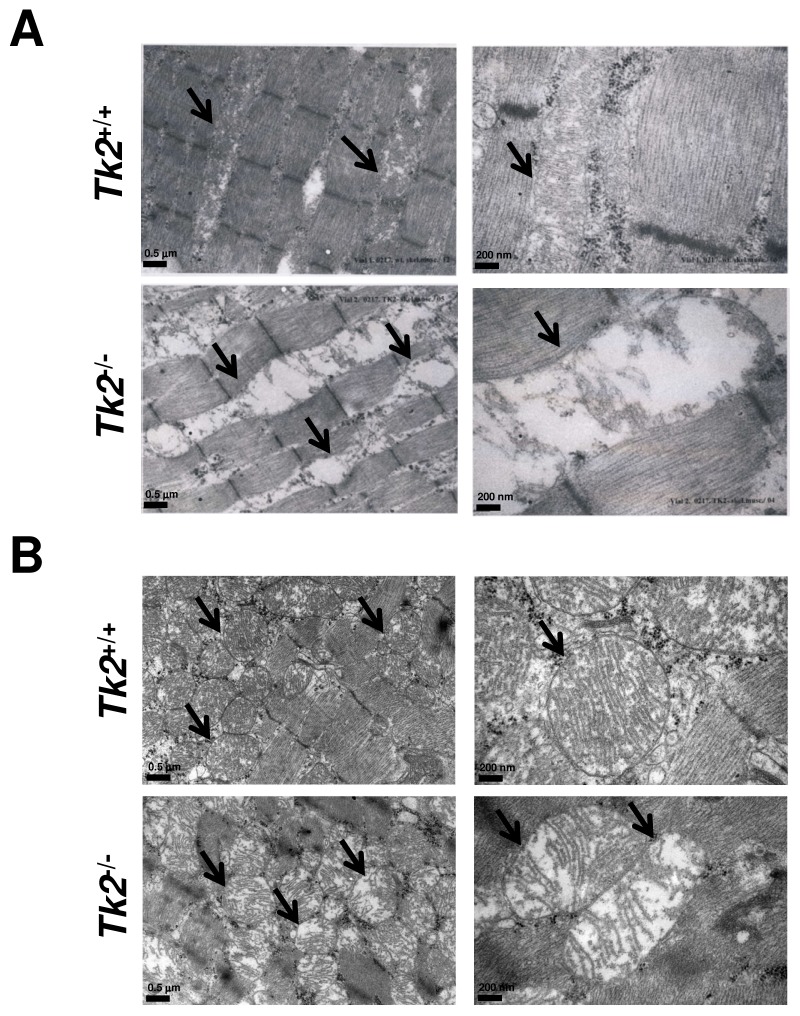
*Tk2* ^+/+^ and *Tk2* ^−/−^ mice skeletal muscle and heart mitochondria ultrastructure. Transmission electron microscopy images of skeletal muscle (**A**) and heart (**B**) sections isolated from wild-type (*Tk2* ^+/+^) and *Tk2* knockout (*Tk2* ^−/−^) 14 days-old mice. Mitochondria are indicated with solid arrows in the pictures.

### Global gene expression analysis in TK2 deficient skeletal muscle and heart tissues

In order to understand gene expression deregulation caused by TK2 deficiency and consequent mtDNA depletion in both skeletal muscle and heart tissues, we performed an Affymetrix microarray analysis, using the Affymetrix Array plate platform Mouse Gene 1.1 ST Array. 

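The Affymetrix arrays measured RNA from hind limb skeletal muscle and from heart of wild-type (*Tk2* +/+) and *Tk2* knockout (*Tk2* -/-) mice at 11 days of age, with 3 arrays for each genotype and tissue. The intensity of *Tk2*, which encodes the mitochondrial thymidine kinase, was 64.8 ± 3.17 (mean ± SD, n = 3) in wild-type and 52.5 ± 10.8 in knockout skeletal muscle, a log2 change of -0.25 (SE 0.12, adjusted p = 0.178). In heart it fell from 75.2 ± 5.98 to 36.0 ± 8.92 (log2 change -0.82, SE 0.13, adjusted p = 3.0e-04), and by 0.45 (adjusted p = 0.0335) after quantile normalization of the arrays. Where the *Tk2* probes lie relative to the deleted part of the gene is not given in the sources used here, so these values do not check the genotype of the arrays. The authors summarised the probes of each array with the PLIER algorithm, and the deposited values are intensities on a linear scale for 35556 probe sets. Across the probe sets of an array, the 75th percentile of intensity was 155 to 185 for wild-type and 162 to 181 for knockout skeletal muscle, and 168 to 190 for wild-type and 102 to 119 for knockout heart. For the values given here, 16 was added to each intensity before taking log2, so that changes of dim genes are understated, and the probe set with the highest mean stood for its gene. This left 18820 genes, each tested within a tissue with limma and Benjamini-Hochberg adjustment over all genes. With 3 arrays per group, 26.9% of simulated log2 changes of 0.5 were recovered in skeletal muscle and 92.5% of those of 1. Only 67 genes were changed by each of these sizes. Far more genes pass on the real arrays, which makes the adjustment less strict, so these shares are not the recovery there.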

We compared the global gene expression of skeletal muscle and heart muscle harvested from 11 days old *Tk2* knockout mice (*Tk2* ^−/−^) with the global gene expression of the same tissues harvested from wild-type mice (*Tk2* ^+/+^) at the same age. Although the previous phenotypes have been observed at 14 days-old mice, we chose the age of 11 days for microarray analysis, in order to ensure that the gene expression analysis was performed in mice that were not in a bad condition, too close to the end of their lifespan. 

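*Slc43a1*, which encodes an amino acid transporter, rose from 153 ± 17.5 (mean intensity ± SD, n = 3) in wild-type to 1487 ± 237 in *Tk2* knockout skeletal muscle, while it was 47.4 ± 2.04 and 46.8 ± 0.142 in heart (test of the difference between tissues, adjusted p = 4.3e-08). *Fbxo32*, the gene of the muscle ubiquitin ligase atrogin-1, rose from 271 ± 42.9 to 4100.1 ± 595 in skeletal muscle and from 566 ± 38.3 to 780.1 ± 50.6 in heart (adjusted p = 4.3e-08 for the difference). *Acta1*, which encodes skeletal α-actin, was 7237 ± 1256 and 7919 ± 423 in skeletal muscle, but fell from 1404 ± 161 to 105 ± 16.3 in heart (adjusted p = 4.3e-08 for the difference). After quantile normalization of the 12 arrays the heart changes of *Slc43a1*, *Fbxo32* and *Acta1* were 0.33, 1.13 and -2.94 on the log2 scale (adjusted p = 0.0234, 3.5e-04 and 4.4e-06; for the difference between tissues 2.6e-06, 1.7e-05 and 4.7e-08). Over 18820 genes, the effect of the knockout differed between the tissues for 8042, with the change in skeletal muscle above that in heart for 7781 and below it for 261. After quantile normalization it differed for 1943 genes, 1111 above and 832 below. Among these, 1013 genes as deposited and 149 after quantile normalization passed the test within each tissue with opposite directions.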

We observed that gene expression deregulation in response to TK2 deficiency was globally different in skeletal muscle and heart muscle tissues. Considering only genes with at least 2.0-fold variation in expression and with a statistically significant *P*-value (*P*-value <0.05), we detected 478 up-regulated genes and 631 down-regulated genes in skeletal muscle; for heart, 106 up-regulated genes and 3349 down-regulated genes were detected (Figure 2A; Table S1). 

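In *Tk2* knockout skeletal muscle, the methyltransferase gene *Inmt* rose from 18.5 ± 9.19 to 495 ± 171 (log2 change 3.87, SE 0.26, adjusted p = 7.9e-06), and the arrestin domain gene *Arrdc2* rose from 54.4 ± 8.38 to 793 ± 195 (log2 change 3.5, SE 0.16, adjusted p = 8.3e-07). *Prnd*, which encodes the prion-like protein doppel, fell from 693 ± 111 to 20.6 ± 6.24 (log2 change -4.28, SE 0.15, adjusted p = 3.9e-07), and the apelin gene *Apln* fell from 438 ± 67.0 to 35.7 ± 6.56 (log2 change -3.13, SE 0.13, adjusted p = 7.3e-07). In heart, the prostaglandin D2 synthase gene *Ptgds* rose from 161 ± 47.9 to 1242 ± 249 (log2 change 2.85, SE 0.20, adjusted p = 1.2e-05), and the integrin gene *Itgb6* fell from 375 ± 70.7 to 15.2 ± 11.8 (log2 change -3.7, SE 0.23, adjusted p = 9.7e-06); after quantile normalization their changes were 3.47 and -3.36. With a change of at least 2-fold and an unadjusted p under 0.05, 325 genes were higher and 338 lower in skeletal muscle, and 41 higher and 1779 lower in heart. At an adjusted p under 0.05 the counts were 2062 and 2077 in skeletal muscle and 318 and 9100 in heart, so that 50.2% and 96.6% of the genes that passed were lower. The 3 knockout heart arrays were dimmer as a whole, with mean intensities of 147 to 168 against 227 to 243 for wild-type heart, and the median log2 change of all genes in heart was -0.28. After quantile normalization, which gives each array the same distribution, 2138 genes were higher and 2979 lower in heart (58.2% lower) and 2627 higher and 2876 lower in skeletal muscle (52.3% lower) at an adjusted p under 0.05. When only the medians of the arrays were made equal, 1833 were higher and 6923 lower in heart (79.1% lower). With a change of at least 2-fold and an unadjusted p under 0.05, the counts after quantile normalization were 176 and 321 in heart and 295 and 359 in skeletal muscle.

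**Figure D1:**
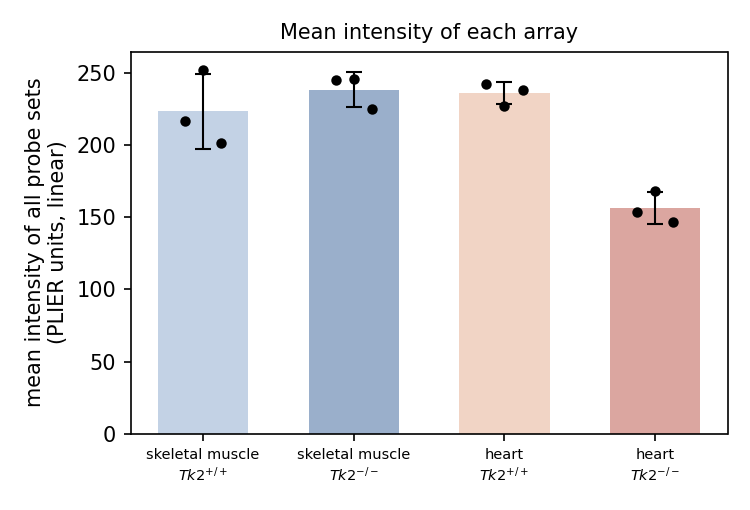
Mean intensity of all probe sets on each of the 12 arrays. Bars give the group mean, whiskers the SD and dots the arrays (n = 3).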

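*Fkbp5*, which encodes a co-chaperone of steroid hormone receptors, rose from 35.6 ± 9.25 to 512 ± 115 (log2 change 3.35, SE 0.17, adjusted p = 1.6e-06) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3) and from 47.3 ± 8.50 to 251 ± 45.7 (log2 change 2.07, SE 0.15, adjusted p = 1.2e-05) in heart. The metallothionein gene *Mt2* rose from 571 ± 150.4 to 5134 ± 706 (log2 change 3.15, SE 0.17, adjusted p = 2.2e-06) in skeletal muscle and by 1.86 (adjusted p = 1.5e-04) in heart, and the flavin monooxygenase gene *Fmo2* rose by 2.50 (adjusted p = 1.7e-06) and 2.66 (adjusted p = 1.6e-04). After quantile normalization the heart changes of *Fkbp5*, *Mt2* and *Fmo2* were 2.53, 2.48 and 3.19. By at least 2-fold with an unadjusted p under 0.05, 26 genes were higher in both tissues, against 0.708 expected if the tissues were independent and all genes equally likely to pass. After quantile normalization 83 genes were higher in both, against 2.76 expected.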

Skeletal muscle and heart shared only 47 up-regulated genes with no statistically significant KEGG pathway enrichment (see methods). On the other hand, they shared 406 down-regulated genes, with statistically significant enrichment of genes belonging to KEGG pathways like cell cycle, ECM-receptor interaction, Focal adhesion, Gap junction and Regulation of actin cytoskeleton (Figure 2A and B; Table S1). 

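The kinesin gene *Kif11* and the kinase gene *Aurkb*, both needed for mitosis, fell in the 2 tissues: *Kif11* from 93.6 ± 32.8 to 22.7 ± 8.00 (log2 change -1.48, SE 0.20, adjusted p = 5.9e-04) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3) and from 105 ± 38.4 to 9.86 ± 3.04 (log2 change -2.19, SE 0.19, adjusted p = 2.1e-05) in heart, and *Aurkb* by 1.71 (adjusted p = 2.6e-04) and 1.99 (adjusted p = 3.9e-05) on the log2 scale. After quantile normalization the heart changes of *Kif11* and *Aurkb* were -1.95 and -1.76. Of 37 measured genes of mitosis, 32 fell in skeletal muscle and none rose (36 fell when adjusted over the list alone; camera adjusted p = 1.91e-18, and adjusted p = 0.745 with an estimated correlation). In heart 37 fell as deposited and 32 after quantile normalization (35 over the list alone; adjusted p = 3.61e-17, and adjusted p = 0.502 with an estimated correlation), and 29 fell in both tissues after it.

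The collagen genes *Col15a1* and *Col1a1* fell in skeletal muscle, *Col15a1* from 831 ± 98.3 to 147 ± 37.3 (log2 change -2.39, SE 0.16, adjusted p = 7.1e-06) and *Col1a1* from 3310.5 ± 204 to 1264 ± 149 (log2 change -1.38, SE 0.11, adjusted p = 2.5e-05), whereas *Lox*, which encodes the enzyme that cross-links collagen, rose from 270.2 ± 25.2 to 637 ± 18.4 (log2 change 1.19, SE 0.10, adjusted p = 3.3e-05). Of 39 genes of collagens and other extracellular matrix proteins, 25 fell and 3 rose in skeletal muscle (28 and 3 over the list alone; adjusted p = 3.38e-10, and adjusted p = 0.734 with an estimated correlation). In heart 35 fell and 1 rose as deposited, and 29 fell and 4 rose after quantile normalization (31 and 4 over the list alone; adjusted p = 9.45e-12, and adjusted p = 0.502 with an estimated correlation). Fibroblast markers, none of them in that list, moved with it: of 15, 9 fell in skeletal muscle and *Gpx3* (2.00, adjusted p = 4.3e-06) and *Pdgfra* (0.39, adjusted p = 0.023) rose (9 and 2 over the list alone; adjusted p = 0.0394, and adjusted p = 0.854 with an estimated correlation). In heart 14 of these markers fell as deposited, *Pdgfra* (-0.40, adjusted p = 0.012) among them, and 9 fell and 1, *Pdgfra* (0.29, adjusted p = 0.0404), rose after quantile normalization (9 and 2 over the list alone; adjusted p = 0.00186, and adjusted p = 0.502 with an estimated correlation), and 8 fell in both tissues after it. Of 33 integrin and focal adhesion genes, 13 fell and 3 rose in skeletal muscle (16 and 3 over the list alone; adjusted p = 7.13e-04, and adjusted p = 0.854 with an estimated correlation), *Itga6* among those that fell (-0.59, adjusted p = 0.00193) and *Itga3* among those that rose (0.49, adjusted p = 0.0109). In heart 32 fell and 1 rose as deposited, and 22 fell and 1 rose after quantile normalization (25 and 1 over the list alone; adjusted p = 1.11e-08, and adjusted p = 0.502 with an estimated correlation).

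Among gap junction genes, the tubulin genes *Tuba1a* (-1.18, adjusted p = 3.2e-04) and *Tubb5* (-0.97, adjusted p = 0.00135) fell in skeletal muscle and the growth factor receptor gene *Pdgfra* (0.39, adjusted p = 0.023) rose. Of 26 such genes 9 fell and 3 rose (9 and 3 over the list alone; adjusted p = 0.085), and in heart 21 fell as deposited and 12 fell and 3 rose after quantile normalization (12 and 6 over the list alone; adjusted p = 0.0269, and adjusted p = 0.54 with an estimated correlation). In skeletal muscle 11 fell and 1 rose after quantile normalization (camera adjusted p = 0.0369, and adjusted p = 0.484 with an estimated correlation). Of 34 genes of the actin cytoskeleton 10 fell and 4 rose in skeletal muscle (10 and 5 over the list alone; adjusted p = 0.101), with the cofilin gene *Cfl1* (-0.75, adjusted p = 8.6e-04) lower and the gelsolin gene *Gsn* (0.99, adjusted p = 7.0e-04) higher. After quantile normalization 13 fell and 5 rose in skeletal muscle (camera adjusted p = 0.0103, and adjusted p = 0.686 with an estimated correlation). In heart 31 fell as deposited, and 12 fell and 2 rose after quantile normalization (14 and 3 over the list alone; adjusted p = 0.00125, and adjusted p = 0.502 with an estimated correlation). Over all genes, 210 were lower in both tissues by at least 2-fold with an unadjusted p under 0.05. If the tissues were independent and all genes equally likely to pass, 32 would be expected. After quantile normalization 143 genes were lower in both, against 6.12 expected.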

In heart, other pathways were enriched in the group of down-regulated genes including those belonging to Chemokine signaling pathway, MAPK signaling pathway, purine and pyrimidine metabolism, and also genes involved in Dilated or Hypertrophic Cardiomyopathy (Figure 2B; Table S1).

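In *Tk2* knockout heart the T cell chemokine gene *Cxcl9* fell from 148 ± 36.6 to 14.5 ± 6.18 (log2 change -2.42, SE 0.18, adjusted p = 1.4e-05) (mean intensity ± SD, n = 3), and by 2.09 (adjusted p = 2.8e-04) after quantile normalization. *Map2k6*, a kinase gene of the p38 branch of MAPK signaling, fell from 79.9 ± 1.44 to 25.5 ± 5.69 (log2 change -1.22, SE 0.12, adjusted p = 3.0e-05), and by 0.89 after quantile normalization, while the MAPK phosphatase gene *Dusp4* rose from 14.0 ± 4.81 to 119 ± 56.7 (log2 change 2.07, SE 0.28, adjusted p = 1.1e-04), and by 2.40 after quantile normalization. Of the cardiomyopathy genes, *Igf1* fell (-1.27, adjusted p = 6.5e-05; -0.60, adjusted p = 0.00852 after quantile normalization), the lamin A/C gene *Lmna* fell (-1.06, adjusted p = 5.6e-05; -0.47, adjusted p = 0.00777 after quantile normalization), and the slow myosin heavy chain gene *Myh7* rose from 53.9 ± 17.3 to 803 ± 609.6 (adjusted p = 1.3e-04, and 0.00151 after quantile normalization). The nucleotide kinase gene *Nme1*, of purine and pyrimidine metabolism, fell (-1.69, adjusted p = 1.5e-05; -1.08, adjusted p = 4.4e-04 after quantile normalization). Of 40 chemokine signaling genes 19 fell and none rose as deposited (camera adjusted p = 0.774), and 15 fell and 2 rose after quantile normalization (15 and 2 over the list alone; adjusted p = 0.00599, and adjusted p = 0.502 with an estimated correlation). Of 45 MAPK signaling genes 37 fell and 2 rose as deposited (37 and 2 over the list alone; adjusted p = 0.00249, and adjusted p = 0.706 with an estimated correlation), and 11 fell and 8 rose after quantile normalization (adjusted p = 0.348). Of 36 cardiomyopathy genes 28 fell and 2 rose as deposited (31 and 2 over the list alone; adjusted p = 0.0037, and adjusted p = 0.706 with an estimated correlation), and 8 fell and 4 rose after quantile normalization (adjusted p = 0.325). Of the 27 measured nucleotide metabolism genes that the study shows, which it picked itself and which are not independent evidence, 21 fell and 3 rose as deposited, and 9 fell and 4 rose after quantile normalization (adjusted p = 0.14 and 0.288).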

**Figure 2:**
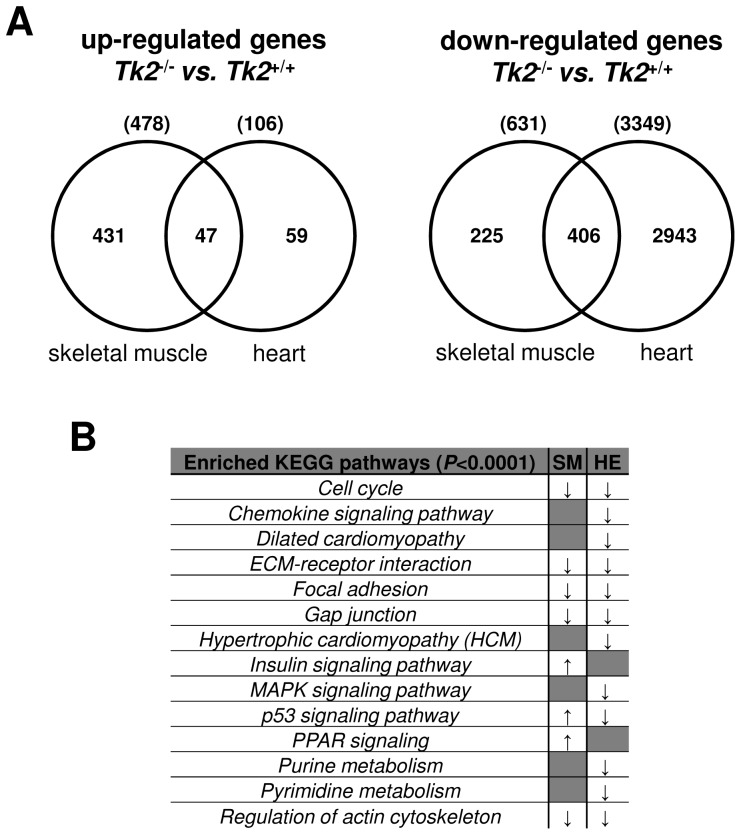
Gene expression deregulation in 11 days-old *Tk2* knockout (*Tk2* ^−/−^) skeletal muscle and heart comparing to wild-type (*Tk2* ^+/+^) tissues from mice with the same age. **A**) Considering only genes with at least 2.0-fold variation in expression and with a statistically significant *P*-value (*P*-value<0.05), the number of up- and down-regulated genes in *Tk2* ^−/−^ skeletal muscle and heart, comparing to the same tissues in *Tk2* ^+/+^ mice, are indicated. The numbers of similar genes that were up- or down-regulated in both analyses are indicated in the intersection of the Venn diagrams. **B**) In the group of differentially expressed genes in skeletal muscle and heart, statistically significant enrichment of genes belonging to specific KEGG pathways was detected using the Pathway analysis from the Expander software (see methods). Pathways significantly enriched in the group of up-regulated genes are marked with an upwards arrow (↑) and those enriched in the group of down-regulated genes are marked with a downwards arrow (↓). SM and HE indicate each of the gene expression analyses done, in skeletal muscle and in heart, respectively.

Among the 478 up-regulated genes in skeletal muscle of *Tk2* knockout mice, we detected an enrichment of genes involved in PPAR signaling pathway, insulin signaling pathway and p53 signaling pathway (Figure 2B; Table S1). The PPARs are ligand-activated transcription factors that bind to specific DNA elements called peroxisome proliferator response elements (PPREs) in the regulatory region of a variety of genes encoding proteins that are involved in lipid metabolism and energy balance or homeostasis. Consequently, we also observed an enrichment of genes involved in fatty-acid oxidation and transport. Moreover, when we looked to the expression of PPARs target genes, several of them were increased in their expression, mainly those involved in fatty acid oxidation (*Ehhadh*, *Acaa1b*, *Scp2*, *Acox1*, *Cpt1b*, *Cpt2*, *Acadl*, *Acadm*) and transport (*Lpl*, *Acsl1*, *Slc27a1*, *Cd36*), cholesterol metabolism (*Nr1h3*, *Cyp27a1*), adipocyte differentiation (*Angptl4*, *Fabp4*, *Sorbs1*, *Adipoq*), ketogenesis (*Hmgcs2*) and ubiquitination (*Ubc*) (Table S1). 

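*Cyp27a1*, which encodes a sterol hydroxylase, rose from 197 ± 10.8 to 1081 ± 121 (log2 change 2.36, SE 0.11, adjusted p = 8.3e-07) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3), the fatty acid transporter gene *Slc27a1* rose from 552 ± 76.5 to 1531 ± 205 (log2 change 1.45, SE 0.13, adjusted p = 5.8e-05), and the lipoprotein lipase gene *Lpl* rose from 1138 ± 82.3 to 2280.2 ± 234 (log2 change 0.99, SE 0.11, adjusted p = 1.6e-04). The 14 PPAR target genes of the study that were measured all rose, also when adjusted over the list alone (camera adjusted p = 3.91e-12, and adjusted p = 0.527 with an estimated correlation). The study chose these genes, so their count is not independent evidence. *Cpt1b* and *Acsl1* were not analysed here. Of 21 other PPAR targets, 12 rose and 1 fell (13 and 1 over the list alone; adjusted p = 2.82e-06, and adjusted p = 0.734 with an estimated correlation). Among them were the thioesterase gene *Acot1*, which rose from 22.4 ± 6.09 to 103 ± 14.3 (log2 change 1.64, SE 0.13, adjusted p = 3.1e-05), and *Pnpla2*, which encodes adipose triglyceride lipase and rose from 1543 ± 327 to 4315 ± 413 (log2 change 1.49, SE 0.15, adjusted p = 1.1e-04), while the uncoupling protein gene *Ucp3* fell from 805 ± 102 to 481 ± 123 (log2 change -0.75, SE 0.17, adjusted p = 0.0112). Adipocyte markers moved with the group: of 10, 7 rose and 1 fell (8 and 1 over the list alone; adjusted p = 2.97e-04, and adjusted p = 0.734 with an estimated correlation), led by the lipid droplet gene *Cidec*, which rose from 103 ± 44.8 to 514 ± 188 (log2 change 2.16, SE 0.28, adjusted p = 4.1e-04). These markers include 2 of the study's 14 genes, *Adipoq* and *Fabp4*, and 2 of the 21 others, *Cidec* and *Lipe*.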

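*Echs1*, which encodes the mitochondrial enoyl-CoA hydratase, rose from 501 ± 74.9 to 1132 ± 134 (log2 change 1.15, SE 0.13, adjusted p = 1.7e-04) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3). The long-chain acyl-CoA dehydrogenase gene *Acadl* rose from 1516 ± 115 to 2522 ± 198 (log2 change 0.73, SE 0.10, adjusted p = 7.0e-04), the enoyl-CoA isomerase gene *Eci2* by 0.84 (adjusted p = 0.00222) and the electron transfer flavoprotein gene *Etfa* by 0.68 (adjusted p = 0.0022). *Acsl5*, which activates long-chain fatty acids, and *Cpt1a*, the liver form of carnitine palmitoyltransferase 1, fell, *Acsl5* from 125 ± 10.8 to 92.3 ± 2.63 (log2 change -0.38, SE 0.10, adjusted p = 0.0166) and *Cpt1a* from 393 ± 36.7 to 299 ± 39.7 (log2 change -0.38, SE 0.12, adjusted p = 0.0436). The fall of *Cpt1a* did not pass with a pseudocount of 1 or 64, without 4 of the 6 arrays in turn or with sex as a covariate (adjusted p = 0.0711). Of 21 measured genes of mitochondrial β-oxidation, 10 rose, 2 fell and 9 did not pass the test (11 rose and 2 fell over the list alone; camera adjusted p = 1.7e-04, and adjusted p = 0.854 with an estimated correlation). The study names 3 of the 21 among its PPAR targets, and of the 18 others 7 rose and 2 fell. The listed genes *Acadvl*, *Cpt1b* and *Acsl1* were not analysed here, and the paper names the last 2 as increased.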

Expression of almost all enzymes involved in β-oxidation was increased in skeletal muscle, which means that the breakdown process of fatty-acids to generate acetyl-coA was active in this tissue. Also several up-regulated genes in *Tk2* knockout skeletal muscle are involved in insulin signaling pathway (*Insr*, *Irs2*, *Pik3r1*, *Pdpk1*, *Akt2*, *Akt3*, *Foxo1*, *Srebf1*, *Mtor*, *Acaca*, *Acacb*, *Fasn*, *Pck2*) (Table S1). This pathway is central to regulate carbohydrate and fat metabolism in the body. 

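*Pik3r1*, which encodes the regulatory subunit of phosphoinositide 3-kinase, rose from 385 ± 27.9 to 1317 ± 274 (log2 change 1.71, SE 0.15, adjusted p = 4.0e-05) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3). The receptor substrate gene *Irs2* rose from 138 ± 6.39 to 388 ± 78.7 (log2 change 1.37, SE 0.14, adjusted p = 1.1e-04), the transcription factor gene *Foxo1* from 297 ± 22.7 to 919 ± 318 (log2 change 1.53, SE 0.19, adjusted p = 3.2e-04), and *Mtor* by 0.43 (SE 0.10, adjusted p = 0.012). All 12 insulin signaling genes of the study that were measured rose, also over the list alone (camera adjusted p = 1.6e-09, and adjusted p = 0.557 with an estimated correlation), and since the study picked them this count is not independent evidence. Of 31 genes in a general list of insulin signaling and glucose uptake, 16 rose and 4 fell (18 and 4 over the list alone; adjusted p = 1.7e-04, and adjusted p = 0.854 with an estimated correlation). Without the 7 that the study also names, 9 of 24 rose and 4 fell. *Foxo3* rose by 1.26 (adjusted p = 7.9e-05) and the translation repressor gene *Eif4ebp1* by 1.18 (adjusted p = 1.7e-04), while *Grb14*, which encodes an adaptor that inhibits the insulin receptor, fell from 115 ± 32.2 to 44.7 ± 8.26 (log2 change -1.09, SE 0.17, adjusted p = 0.00129).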

With its activation follows that liver, muscle and fat cells increase their uptake of glucose from blood and decrease the use of fat as energy source.

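*Trp53inp1*, a p53-inducible gene, rose from 257 ± 14.6 to 1319 ± 590.2 (log2 change 2.21, SE 0.23, adjusted p = 1.3e-04) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3), and the death receptor gene *Eda2r* rose from 110.1 ± 27.8 to 468 ± 156 (log2 change 1.92, SE 0.21, adjusted p = 1.6e-04). *Zmat3*, another p53 target, fell from 64.4 ± 6.76 to 44.9 ± 3.43 (log2 change -0.40, SE 0.10, adjusted p = 0.0171). Of 30 measured genes in a general list of p53 targets, 13 rose, 1 fell and 16 did not pass the test (14 rose and 5 fell over the list alone; camera adjusted p = 3.37e-04, and adjusted p = 0.854 with an estimated correlation). The study names 9 of the 30 itself, and of the 21 others 5 rose and 1 fell. Of 17 measured p53 pathway genes that the study names, 15 rose and none fell (16 rose over the list alone; adjusted p = 5.6e-13, and adjusted p = 0.543 with an estimated correlation); the study picked these, so they are not independent evidence.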

Another group of enriched genes among the 478 up-regulated genes in skeletal muscle of *Tk2* knockout mice were part of p53 signaling pathway and involved in the process of cell cycle arrest (Figures 2B; Table S1). Genes expressing p21 protein (*Cdkn1a*) and growth arrest and DNA damage inducible proteins 45 (*Gadd45a*, *Gadd45b*, *Gadd45g*) lead to cell cycle arrest at G1 or G2 when activated, by blocking the action of cyclins B, D and E. The expression of cyclins and cyclin-dependent kinase genes (*CDK*s) was decreased in skeletal muscle and also in heart (Figure 3A). 

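*Cdkn1a*, which encodes the kinase inhibitor p21, rose from 563 ± 26.8 to 2592 ± 145 (log2 change 2.17, SE 0.09, adjusted p = 7.5e-07) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3). In heart it was 599.7 ± 179 and 824 ± 45.6 (0.49, adjusted p = 0.0379; 1.17, adjusted p = 0.00286 after quantile normalization), and the rise was larger in skeletal muscle by 1.68 (adjusted p = 9.5e-05) as deposited and 0.90 (adjusted p = 0.024) after quantile normalization. The heart change as deposited did not pass with a pseudocount of 1 or 64, with the methods' t-test or without 5 of the 6 arrays in turn. Nor did it with sex as a covariate (adjusted p = 0.0867), which in heart amounts to leaving out wild-type replicate 2, the only male. The growth arrest genes rose in skeletal muscle as well: *Gadd45a* from 223 ± 25.1 to 566 ± 277 (log2 change 1.18, SE 0.26, adjusted p = 0.00857), *Gadd45g* from 119 ± 37.2 to 317 ± 56.4 (log2 change 1.33, SE 0.19, adjusted p = 6.8e-04) and *Gadd45b* from 232 ± 104 to 402 ± 26.7 (log2 change 0.85, SE 0.26, adjusted p = 0.0399), the last with an adjusted p of 0.0711 after quantile normalization and 0.0803 with sex as a covariate. In heart *Gadd45g* fell from 97.9 ± 10.0 to 43.0 ± 6.09 (log2 change -0.95, SE 0.12, adjusted p = 7.7e-05), and by 0.49 (adjusted p = 0.0281) after quantile normalization, while *Gadd45a* (-0.28, adjusted p = 0.209) and *Gadd45b* (0.23, adjusted p = 0.523) did not pass the test.

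**Figure D2:**
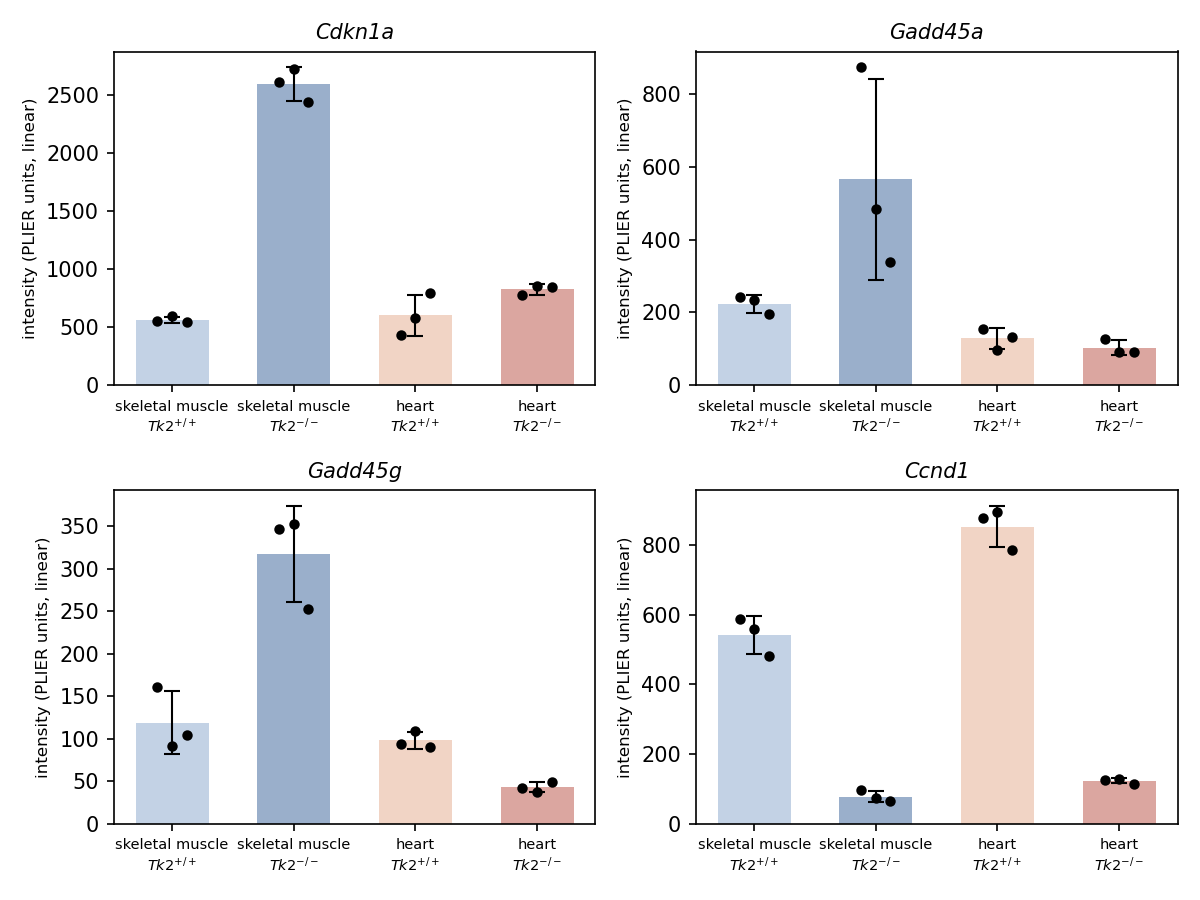
Intensity of *Cdkn1a*, *Gadd45a*, *Gadd45g* and the cyclin gene *Ccnd1* on each array. Bars give the group mean, whiskers the SD and dots the arrays (n = 3).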

Although p53 signaling pathway seemed to be activated, the gene expressing p53 protein itself (*Trp53*) was down-regulated in skeletal muscle, as well as in heart (Table S1). However, other p53 regulated target genes were up-regulated in skeletal muscle like *Fas*, *Bbc3*/PUMA, *Perp* and *Siah1a* involved in apoptosis, Sestrins (*Sesn1*, *Sesn2*) and *Dbd2*/p48 involved in DNA repair and damage prevention, and *Pten*, *Igfbp3*, *Ddit4*/REDD1, *Tsc1* and *Tsc2* involved in inhibition of Igf1/mTOR pathway (Table S1). 

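Among the apoptosis genes, the death receptor gene *Fas* rose from 48.8 ± 4.48 to 117 ± 18.6 (log2 change 1.04, SE 0.12, adjusted p = 1.9e-04) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3), *Perp* rose from 38.5 ± 8.00 to 106 ± 52.5 (log2 change 1.10, SE 0.24, adjusted p = 0.00806), *Bbc3* by 0.48 (adjusted p = 0.00978) and *Siah1a* by 0.52 (adjusted p = 0.00818). The sestrin gene *Sesn1* rose from 346 ± 16.7 to 1561 ± 524 (log2 change 2.07, SE 0.20, adjusted p = 7.2e-05), whereas *Sesn2* was 34.5 ± 2.01 and 42.4 ± 2.19 (log2 change 0.21, adjusted p = 0.137; 0.26, adjusted p = 0.0465 after quantile normalization). Of the genes that inhibit the Igf1/mTOR pathway, *Ddit4* rose from 129 ± 17.7 to 1193 ± 328 (log2 change 3.03, SE 0.17, adjusted p = 2.9e-06), *Igfbp3* by 1.7 (adjusted p = 9.5e-06) and *Tsc1* by 0.73 (adjusted p = 0.00301), and *Tsc2* did not pass the test, at 594 ± 67.0 and 701 ± 42.5 (0.24, adjusted p = 0.159). *Ddb2* was not analysed here.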

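*Ccng2*, which encodes cyclin G2, rose from 122 ± 3.64 to 279.8 ± 56.1 (log2 change 1.09, SE 0.13, adjusted p = 3.1e-04) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3). The phosphatase gene *Ppm1d* rose from 262 ± 39.6 to 518 ± 98.3 (log2 change 0.94, SE 0.15, adjusted p = 0.00125), and *Mdm2*, the gene of the ubiquitin ligase that degrades p53, rose from 400.1 ± 94.9 to 583 ± 46.9 (log2 change 0.55, SE 0.15, adjusted p = 0.0231). The rise of *Mdm2* did not pass with a pseudocount of 64 or without 4 of the 6 arrays in turn. *Trp53* was not analysed here.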

Genes that negatively feedback the expression of p53 (*Mdm2*, *Ccng2*, *Ppm1d*/Wip1), were also up-regulated which may explain why p53 expression was decreased (Table S1). To confirm the microarray data, we analysed the expression of selected genes also by Real-time qPCR. We found that, as for other p53 target genes, *Cdkn1a*/p21 gene was significantly up-regulated in heart tissue, but in a lower range than observed in skeletal muscle (Figure 3B).

**Figure 3:**
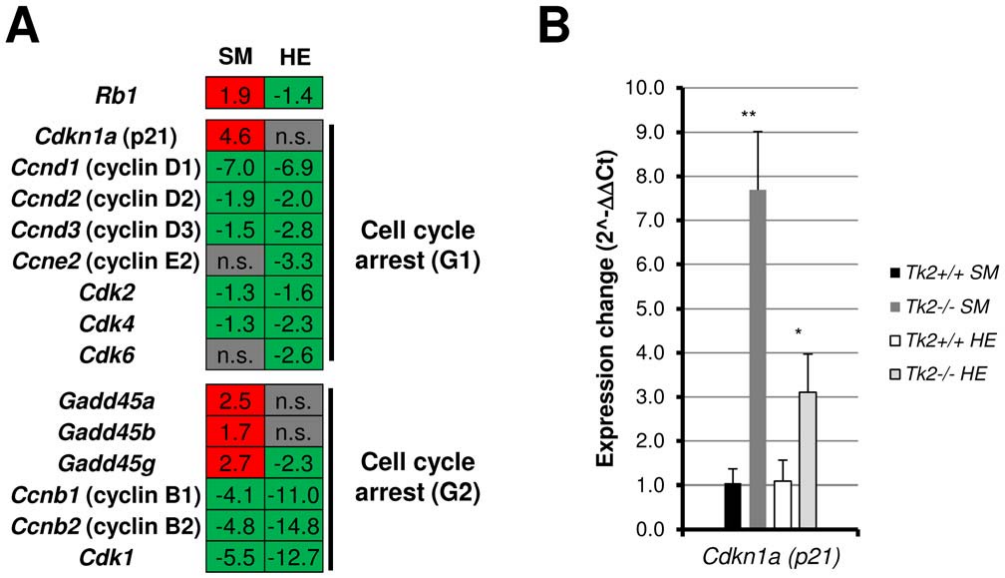
Gene expression variation of some genes involved in cell cycle arrest in both skeletal muscle and heart of 11 days-old *Tk2* knockout (*Tk2* ^−/−^) mice. **A**) Expression values obtained in the microarray analysis for some genes involved in cell cycle arrest at G1 or G2. SM and HE refer to each of the gene expression analyses made, in skeletal muscle and in heart. *n.s.* indicates that the gene is not significantly up- or down-regulated in the analysis. **B**) Expression of *Cdkn1a* (p21) was also analysed by Real-time qPCR for both tissues. The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues are shown - *P<0.05; **P<0.01.

### Cell cycle and cell proliferation related genes expression is decreased in Tk2 knockout mice skeletal muscle and heart

As mentioned earlier, cell cycle and cell proliferation related genes were significantly enriched among the down-regulated genes of both skeletal muscle and heart tissues in *Tk2* knockout (*Tk2* ^−/−^) mice (Figure 2B, 3 and 4; Table S1). Cell cycle cyclins (Cyclins B and D and E) and their dependent kinases (Cdk2, Cdk4, Cdk6) were down-regulated in both skeletal muscle and heart muscle, as a result of *Cdkn1a*/p21 and *Gadd45* gene activation (Figure 3A and B). 

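*Ccnd1*, which encodes cyclin D1, fell from 542 ± 55.3 to 77.7 ± 16.3 (log2 change -2.58, SE 0.13, adjusted p = 1.8e-06) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3) and from 854 ± 59.0 to 123 ± 7.26 (log2 change -2.64, SE 0.11, adjusted p = 3.8e-07) in heart. *Ccnb2*, the gene of cyclin B2, fell from 242 ± 66.9 to 50.6 ± 26.2 (log2 change -1.99, SE 0.25, adjusted p = 3.1e-04) in skeletal muscle and from 267 ± 129.7 to 18.0 ± 4.26 (log2 change -2.97, SE 0.24, adjusted p = 1.7e-05) in heart. *Ccnd2* and *Ccnd3* fell by 0.58 and 0.57 in skeletal muscle (adjusted p = 0.00474 and 0.00591) and by 1.52 and 1.41 in heart (adjusted p = 2.7e-05 and 1.7e-05). After quantile normalization the heart changes of *Ccnd1*, *Ccnb2*, *Ccnd2* and *Ccnd3* were -2.01, -2.6, -0.83 and -0.75. The cyclin E1 gene *Ccne1* did not pass the test in skeletal muscle (-0.19, adjusted p = 0.503) or heart (-0.35, adjusted p = 0.0856). Of the kinase genes, *Cdk4* fell from 1247 ± 121 to 989 ± 33.8 (log2 change -0.33, SE 0.10, adjusted p = 0.044) in skeletal muscle, where *Cdk2* (-0.27, adjusted p = 0.13) and *Cdk6* (-0.05, adjusted p = 0.796) did not pass the test. The fall of *Cdk4* there did not pass without 5 of the 6 arrays in turn or with sex as a covariate (adjusted p = 0.0892). In heart *Cdk4* fell (-1.15, adjusted p = 3.6e-05; -0.46, adjusted p = 0.00756 after quantile normalization) and *Cdk6* (-1.33, adjusted p = 2.0e-04; -0.68, adjusted p = 0.0172 after quantile normalization), and *Cdk2* fell by 0.58 (adjusted p = 0.00305) as deposited and was 0.03 (adjusted p = 0.856) after quantile normalization. The paper states that activation of *Cdkn1a* and *Gadd45* genes lowered the cyclins and their kinases. *Ccnb1* and *Ccne2*, the cyclin E gene that the study shows, were not analysed here.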

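*Rb1* intensity was 432 ± 35.6 (mean ± SD, n = 3) in wild-type and 806 ± 82.7 in *Tk2* knockout skeletal muscle, a rise of 0.87 on the log2 scale (SE 0.11, adjusted p = 3.2e-04). In heart it fell from 329 ± 16.7 to 237 ± 7.88 (log2 change -0.45, SE 0.10, adjusted p = 0.0027) as deposited, and after quantile normalization the direction turned, with a change of 0.23 (SE 0.08, adjusted p = 0.0593). The change in skeletal muscle was above that in heart by 1.32 (adjusted p = 2.9e-05) as deposited and by 0.53 (adjusted p = 0.00695) after quantile normalization.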

The *Rb1* gene, which expresses the retinoblastoma protein and also mediates down-activation of CDK enzymes, was up-regulated in *Tk2* ^−/−^ skeletal muscle, but not in heart (Figure 3A). Other common cell proliferation markers, usually known as proliferation signature genes, including genes involved in the fundamental process of cell proliferation, were analysed and almost all of them were highly down-regulated in both skeletal muscle and heart tissues. Some of these genes were aurora kinase A gene (*Aurka*/Stk6), E2F transcription factors genes (*E2f1* to *E2f5*), forkhead box M1 gene (*Foxm1*), *Mcm* genes (*Mcm2* to *Mcm5*), *Mki67* gene, *Pcna* gene and *Plk1* gene (Figure 4A; Table S1). 

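*Mki67*, which encodes the proliferation antigen Ki-67, fell from 244 ± 93.6 to 46.9 ± 43.4 (log2 change -2.21, SE 0.40, adjusted p = 0.00289) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3) and from 228 ± 111 to 12.1 ± 2.31 (log2 change -3.03, SE 0.24, adjusted p = 1.5e-05) in heart. The mitotic kinase gene *Plk1* fell from 106 ± 32.0 to 29.0 ± 7.54 (log2 change -1.42, SE 0.19, adjusted p = 4.5e-04) in skeletal muscle and by 1.68 (adjusted p = 1.2e-04) in heart, and *Aurka* by 0.90 (adjusted p = 3.6e-04) and 1.29 (adjusted p = 0.00154). After quantile normalization the heart changes of *Mki67*, *Plk1* and *Aurka* were -2.71, -1.39 and -1.13. Of the E2F genes, *E2f1*, *E2f2* and *E2f3* fell in skeletal muscle (-0.75, -0.87 and -0.44; adjusted p = 0.00141, 0.00163 and 0.0384), and *E2f4* (0.28, adjusted p = 0.175) and *E2f5* (-0.29, adjusted p = 0.0938) did not pass the test. The fall of *E2f3* did not pass with a pseudocount of 1 or 64, without 4 of the 6 arrays in turn or with sex as a covariate (adjusted p = 0.0795). Of the replication helicase genes, *Mcm2* and *Mcm5* fell in skeletal muscle (-0.98 and -1.31; adjusted p = 0.00178 and 0.00103), and *Mcm3* (-0.33, adjusted p = 0.0717) and *Mcm4* (-0.39, adjusted p = 0.12) did not pass the test. *Pcna*, the gene of the replication clamp, was 501 ± 77.6 and 542 ± 76.8 in skeletal muscle (0.11, adjusted p = 0.651) and fell from 768 ± 116 to 363 ± 38.3 (log2 change -1.04, SE 0.13, adjusted p = 8.3e-05) in heart, by 0.36 (adjusted p = 0.0345) after quantile normalization. Of 31 measured proliferation genes of the study, 22 fell in skeletal muscle and none rose (26 over the list alone; camera adjusted p = 1.2e-12, and adjusted p = 0.763 with an estimated correlation). In heart 31 fell as deposited and 26 after quantile normalization (28 over the list alone; adjusted p = 1.06e-14, and adjusted p = 0.502 with an estimated correlation), and 21 fell in both tissues after it. The study picked these genes, so the counts are not independent evidence.

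**Figure D3:**
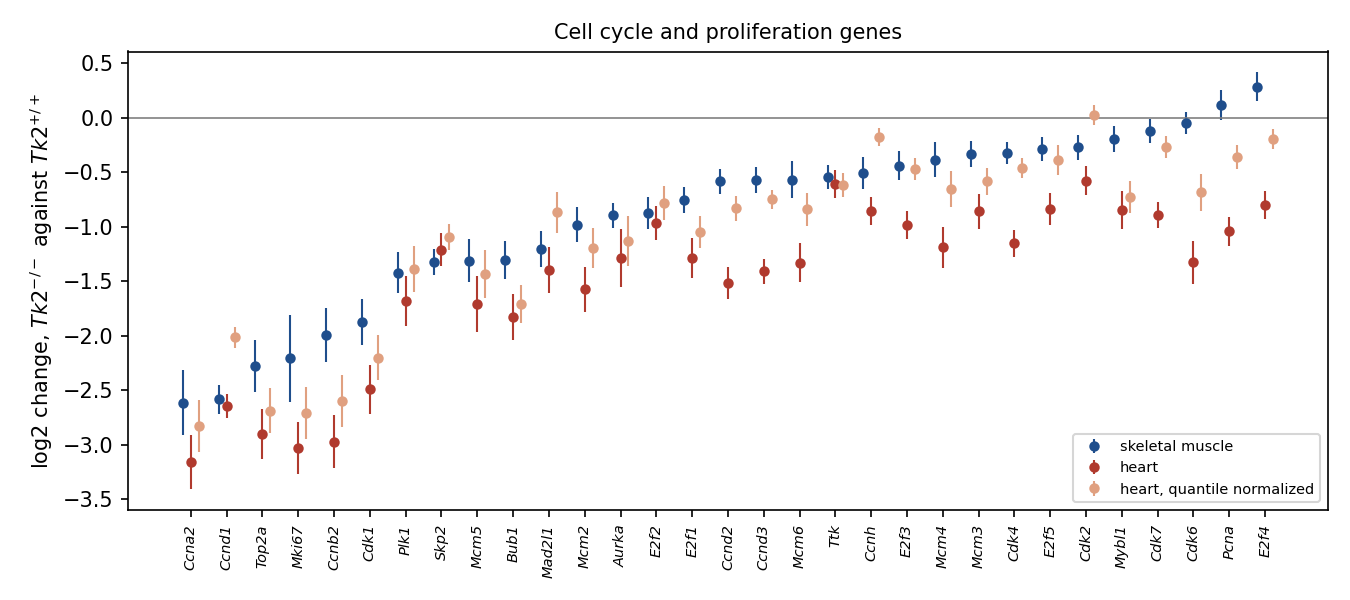
Log2 change of 31 cell cycle and proliferation genes in *Tk2* knockout skeletal muscle and heart, and in heart after quantile normalization. Whiskers give the standard error (n = 3 arrays per genotype and tissue).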

To further confirm the decreased expression of these genes, we analysed selected genes by Real-time qPCR and observed a significant down-regulation in both skeletal muscle and heart of *Tk2* knockout mice (Figure 4B).

**Figure 4:**
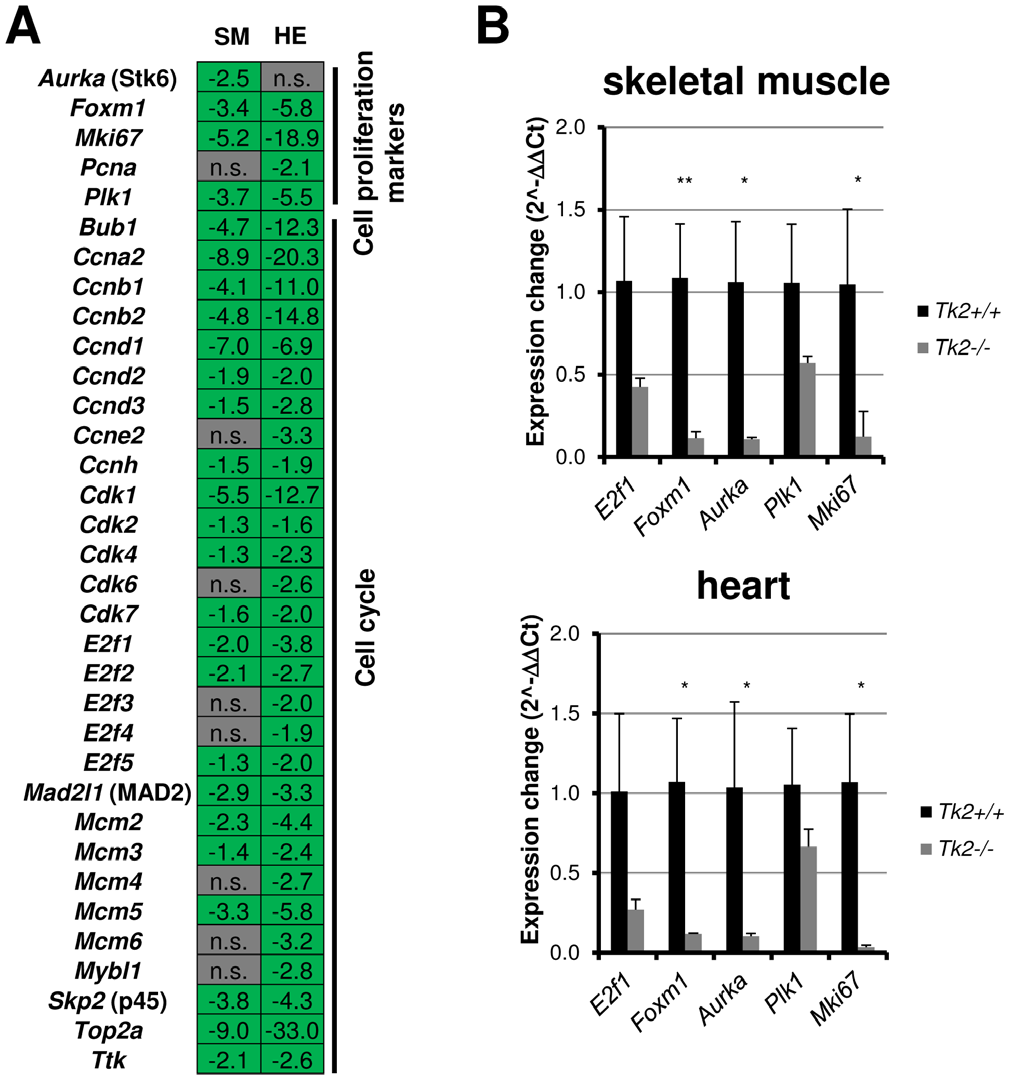
Cell cycle and cell proliferation related genes expression variation in both skeletal muscle and heart of 11 days-old *Tk2* knockout (*Tk2* ^−/−^) mice. **A**) Gene variation obtained by microarray analysis. SM and HE refer to each of the gene expression analyses made, in skeletal muscle and in heart. *n.s*. indicates that the gene is not significantly up- or down-regulated in the analysis. **B**) Expression of some genes was also analysed by Real-time qPCR. The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues are shown - *P<0.05; **P<0.01.

### Other dNTP pool contributing genes do not compensate for TK2 deficiency and confirm reduced proliferation in skeletal muscle and heart tissue

Since tissues lacking TK2 (*Tk2* ^−/−^) showed signs of lower proliferation rate, as compared to wild-type (*Tk2* ^+/+^) mice tissue, we decided to investigate the gene expression of other deoxyribonucleosides kinases and dNTP pool regulation enzymes, to elucidate if any compensatory dNTP synthesizing enzymes were up-regulated. 

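*Dtymk*, which encodes the thymidylate kinase that follows thymidine kinase in dTTP synthesis, fell by 0.82 (SE 0.14, adjusted p = 0.00181) in *Tk2* knockout skeletal muscle and from 247 ± 59.4 to 95.2 ± 7.24 (log2 change -1.22, SE 0.15, adjusted p = 6.9e-05) in heart, where it fell by 0.60 (adjusted p = 0.00903) after quantile normalization. The nucleotidase gene *Nt5c1a* fell by 1.5 (adjusted p = 8.2e-04) in skeletal muscle and 1.64 (adjusted p = 4.3e-05) in heart. *Dpyd*, the gene of the enzyme that begins pyrimidine breakdown, rose from 25.8 ± 2.55 to 72.0 ± 6.30 (log2 change 1.07, SE 0.10, adjusted p = 6.4e-05) in skeletal muscle (mean intensity ± SD, n = 3) and by 0.64 (adjusted p = 0.0021) in heart. In heart after quantile normalization *Nt5c1a* changed by -1.05 and *Dpyd* by 1.07. Of 27 measured nucleotide metabolism genes of the study, 8 fell and 3 rose in skeletal muscle (11 and 3 over the list alone; camera adjusted p = 0.0519), a list that the study picked and that is not independent evidence. After quantile normalization 11 fell and 3 rose in skeletal muscle (camera adjusted p = 0.0386, and adjusted p = 0.627 with an estimated correlation).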

An interesting observation was that in *Tk2* ^−/−^ tissues, cell cycle regulated nucleoside kinase genes were down-regulated compared to *Tk*2^+/+^ tissues (Figure 5A). It is known that expression of TK1 and dCK, as well as RNR genes (*Rmr1* and *Rmr2*), is cell cycle dependent and their expression decrease along postnatal development. However, in both *Tk2* ^−/−^ skeletal muscle and heart muscle tissues, these genes were down-regulated as early as at 11 days of age. 

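*Dck*, which encodes deoxycytidine kinase, fell from 80.2 ± 4.78 to 46.9 ± 9.41 (log2 change -0.62, SE 0.12, adjusted p = 0.0038) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3) and from 69.7 ± 15.6 to 23.3 ± 1.62 (log2 change -1.11, SE 0.14, adjusted p = 7.0e-05) in heart. The ribonucleotide reductase gene *Rrm1* fell from 278 ± 57.4 to 155 ± 15.0 (log2 change -0.76, SE 0.15, adjusted p = 0.00396) in skeletal muscle and from 229 ± 72.7 to 72.1 ± 7.42 (log2 change -1.44, SE 0.17, adjusted p = 7.1e-05) in heart. *Tk1*, the gene of the cytosolic thymidine kinase, fell from 60.1 ± 12.5 to 40.0 ± 5.61 (log2 change -0.43, SE 0.13, adjusted p = 0.0379) in skeletal muscle and from 49.7 ± 20.7 to 26.3 ± 3.32 (log2 change -0.59, SE 0.18, adjusted p = 0.0174) in heart. Its fall in skeletal muscle did not pass with a pseudocount of 64, without 4 of the 6 arrays in turn or with sex as a covariate (adjusted p = 0.0608). *Rrm2*, which encodes the small subunit of the reductase, was 123 ± 28.3 and 180.1 ± 59.6 in skeletal muscle and did not pass the test (0.48, adjusted p = 0.128; 0.68, adjusted p = 0.00344 with sex as a covariate), while in heart it fell from 182 ± 118 to 35.9 ± 7.59 (log2 change -1.79, SE 0.30, adjusted p = 3.9e-04). The effect on *Rrm2* differed between the tissues by 2.27 (adjusted p = 6.6e-04) as deposited and 1.80 (adjusted p = 0.0154) after quantile normalization. After quantile normalization the heart changes of *Dck*, *Rrm1* and *Rrm2* were -0.83, -0.85 and -1.32, and that of *Tk1* did not pass the test (-0.34, adjusted p = 0.126).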

The down-regulation of these genes was further confirmed by Real-time qPCR (Figure 5B). In addition, we also detected by Real-time qPCR that RNR-p53 subunit gene *Rmr2b* expression was significantly increased in *Tk2* ^−/−^ skeletal muscle; *Rrm2b* is not cell cycle-regulated and can contribute with some deoxynucleotides to quiescent cells, which further confirms that the population of cycling cells in TK2 deficient skeletal muscle was decreased comparing to *Tk2* ^+/+^ tissue.

**Figure 5:**
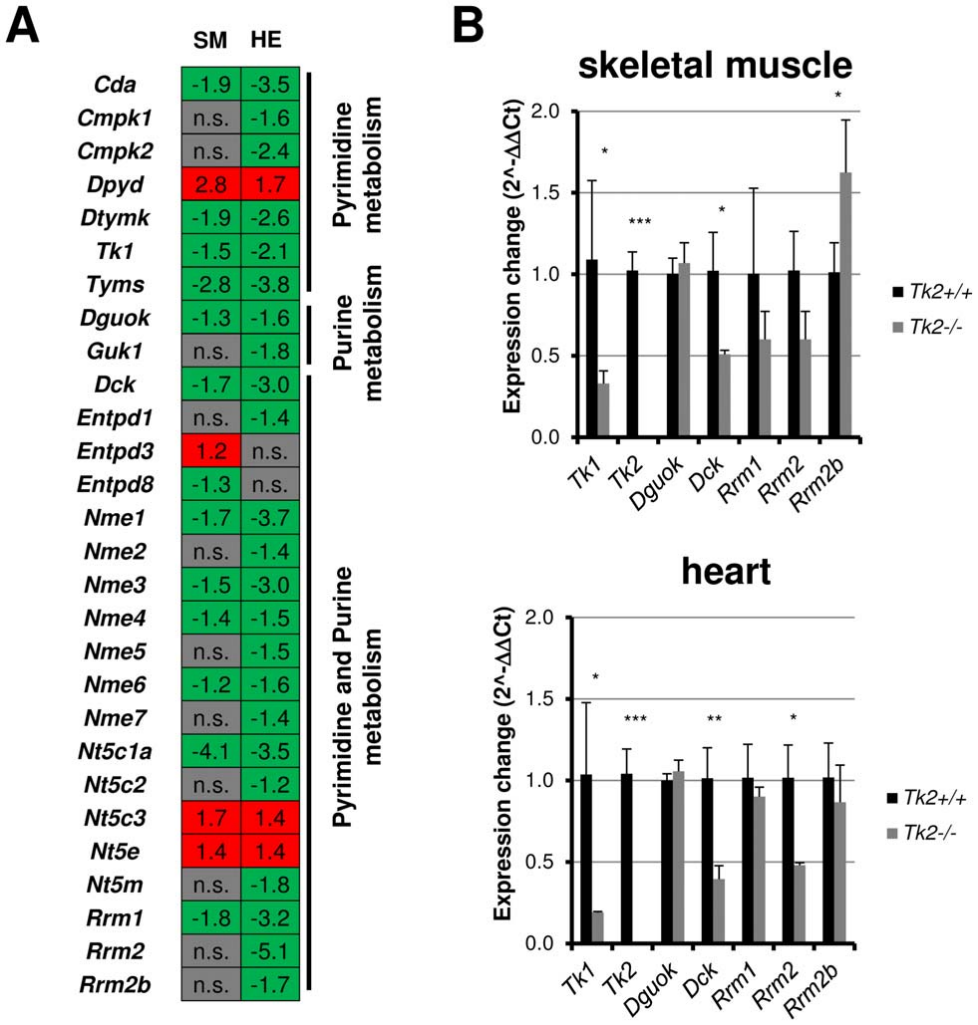
dNTP pool maintenance related genes expression variation in both skeletal muscle and heart of 11 days-old *Tk2* knockout (*Tk2* ^−/−^) mice. **A**) Gene variation obtained by microarray analysis. SM and HE refer to each of the gene expression analyses made, in skeletal muscle and in heart. *n.s.* indicates that the gene is not significantly up- or down-regulated in the analysis. **B**) Expression of deoxyribonucleoside kinases genes was also analysed by Real-time qPCR. The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ tissues are shown - *P<0.05; **P<0.01; ***P<0.001.

### Cultured Tk2 knockout primary myoblasts proliferate slower and differentiate less than Tk2^+/+^ myoblasts, even in absence of mtDNA depletion

In order to further analyse *Tk2* knockout (*Tk2* ^−/−^) skeletal muscle, we isolated and cultured primary myoblasts from 2 days-old *Tk2* ^−/−^ pups and compared them with those from *Tk2* ^+/+^ pups. At a first sight, *Tk2* ^−/−^ myoblasts did not show any abnormal phenotype because immunocytochemistry for specific cell markers of activated and proliferating progenitor muscle cells (Desmin and Pax7) did not reveal any specific difference (Figure S4); however, when markers of myogenic differentiation (myogenin and p21) were analysed, also by immunocytochemistry, differences were detected when primary myoblasts were transferred to differentiation medium conditions (Figure 6A and B; Table 3). The increase in number of myogenin-expressing cells after change to differentiation conditions was much higher in *Tk2* ^+/+^ than in *Tk2* ^−/−^ cells; however, during growth conditions, the number of myogenin-positive muscle-compromised cells was higher in *Tk2* ^−/−^ cultures (Table 3). The percentage of p21-positive *Tk2* ^+/+^ and *Tk2* ^−/−^ cells in growth conditions was similar, but during differentiation conditions, the number of *Tk2* ^−/−^ p21-positive nuclei was increased (Table 3), indicating that a higher number of cells went into cell cycle arrest, but not necessarily differentiated into myocytes and myotubes, since a less number of cells was expressing myogenin. Also, analyzing the fusion index of these cells, we observed that *Tk2* ^−/−^ myoblasts have a lower capacity to form multinucleated myotubes than *Tk2* ^+/+^ myoblasts (Table 3), confirming their higher difficulty to differentiate.

**Figure 6:**
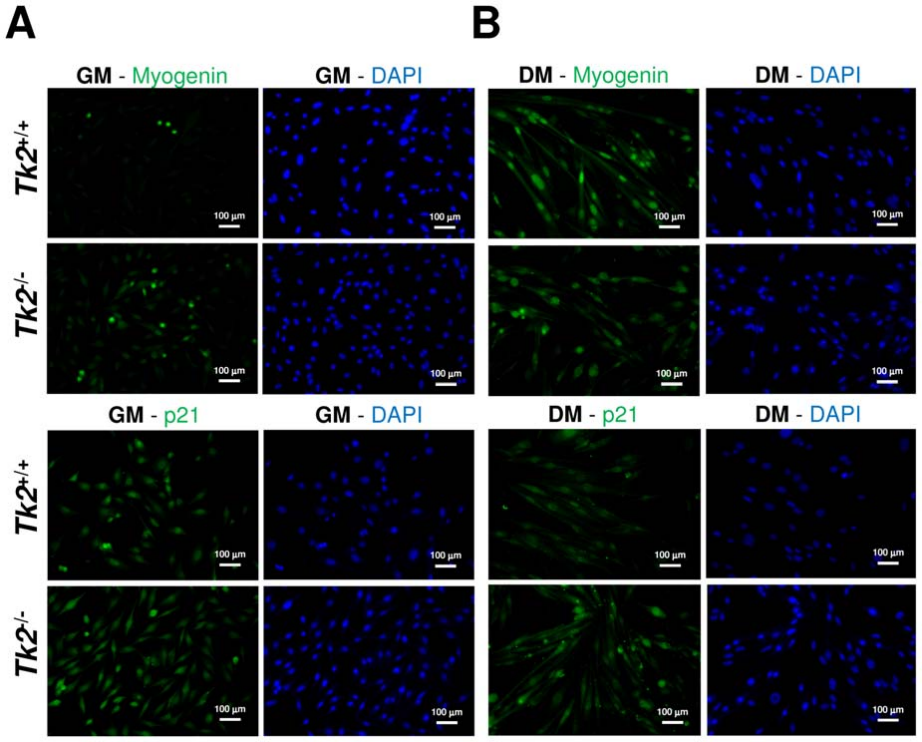
*Tk2* ^+/+^ and *Tk2* ^−/−^ primary myoblasts culture and differentiation. **A**) Primary myoblasts were isolated from 1–2 days old wild-type (*Tk2* ^+/+^) and *Tk2* knockout (*Tk2* ^−/−^) pups and cultured according to standard methods. Cultured primary myoblasts in F-10/DMEM-based primary myoblast growth medium (GM, 20% fetal bovine serum) were analysed by immunocytochemistry using anti-myogenin and anti-p21 antibodies (Abcam). Nuclei have been stained with DAPI (Sigma). **B**) Isolated primary myoblasts capacity to differentiate in myotubes was tested by changing them to differentiation medium (DM - DMEM with 5% horse serum). Immunocytochemistry was performed using anti-myogenin and anti-p21 antibodies (Abcam). Nuclei have been stained with DAPI (Sigma). Pictures were taken 2 days after myoblasts have been transferred to DM.

**Table 3:** Percentage of *Tk2^+/+^* and *Tk2^−/−^* positive cells for myogenin and p21 and of nuclei contained within multinucleated myotubes (fusion index) in growth and differentiation conditions.

	Growth medium		Differentiation medium (1 day)		Differentiation medium (2 days)	
	*Tk2^+/+^*	*Tk2^−/−^*	*Tk2^+/+^*	*Tk2^−/−^*	*Tk2^+/+^*	*Tk2^−/−^*
**Myogenin**	3.3%	13.8%	42.1%	23.5%	41.5%	20.6%
**p21**	16.6%	16.4%	21.6%	31.7%	19.7%	32.7%
**Fusion index**	0.0%	0.0%	31.4%	15.0%	33.2%	12.8%

The frequency of each marker was calculated from double immunofluorescence experiments of *Tk2^+/+^* and *Tk2^−/−^* cells maintained in growth medium or exposed to differentiation medium for 1 or 2 days. The percentage of myogenin or p21 positives and the fusion index were expressed relative to the total number of DAPI stained nuclei in 10 different microscope fields (about 700–800 nuclei counted for each sample).

To better characterize the myoblasts phenotype, we analysed their proliferation with a XTT cell proliferation assay and detected a significant decrease in growth/proliferation of *Tk2* knockout myoblasts (Figure 7A), indicating that these cells are less metabolic active than *Tk2* ^+/+^ cells in growth conditions. We also measured TK1 activity in the isolated primary cells and observed a decreased activity in *Tk2* ^−/−^ myoblasts (Figure 7B), in accordance to what we observed before for skeletal muscle tissue. No mtDNA depletion was detected in *Tk2* knockout cells when compared with wild-type (*Tk2* ^+/+^), in both growth and differentiation conditions (Figure 7C), and cell cycle analysis using flow cytometry revealed that a big part of *Tk2* ^−/−^ myoblasts in culture are being arrested in a tetraploid state (*4n*-G1) from where some cells can escape, synthesize DNA and completely divide (Figure 7D; Figure S5), allowing the culture to grow but in a much slower rate. Gene expression analysis by Real-time qPCR of genes involved in cells cycle regulation showed an extremely high up-regulation in *Tk2* ^−/−^ cells of p16 gene (*Cdkn2a*) in both, growth and differentiation conditions (Figure 7E); it also detetcted up-regulation of p19 (*Cdkn2a*) and p21 (*Cdkn1a*) genes, in differentiation conditions. Other genes involved in cell proliferation (*Rb1*, *E2f1* and *Mki67*) and genes of deoxyribonucleosides kinases (*Tk1*) were all down-regulated in both conditions (Figure 7E). The increase in the expression of p21 protein during differentiation conditions in *Tk2* ^−/−^ cells was confirmed by Western-blot, but the decrease in E2F1 and Rb1 expression was not detectable (Figure 7F).

**Figure 7:**
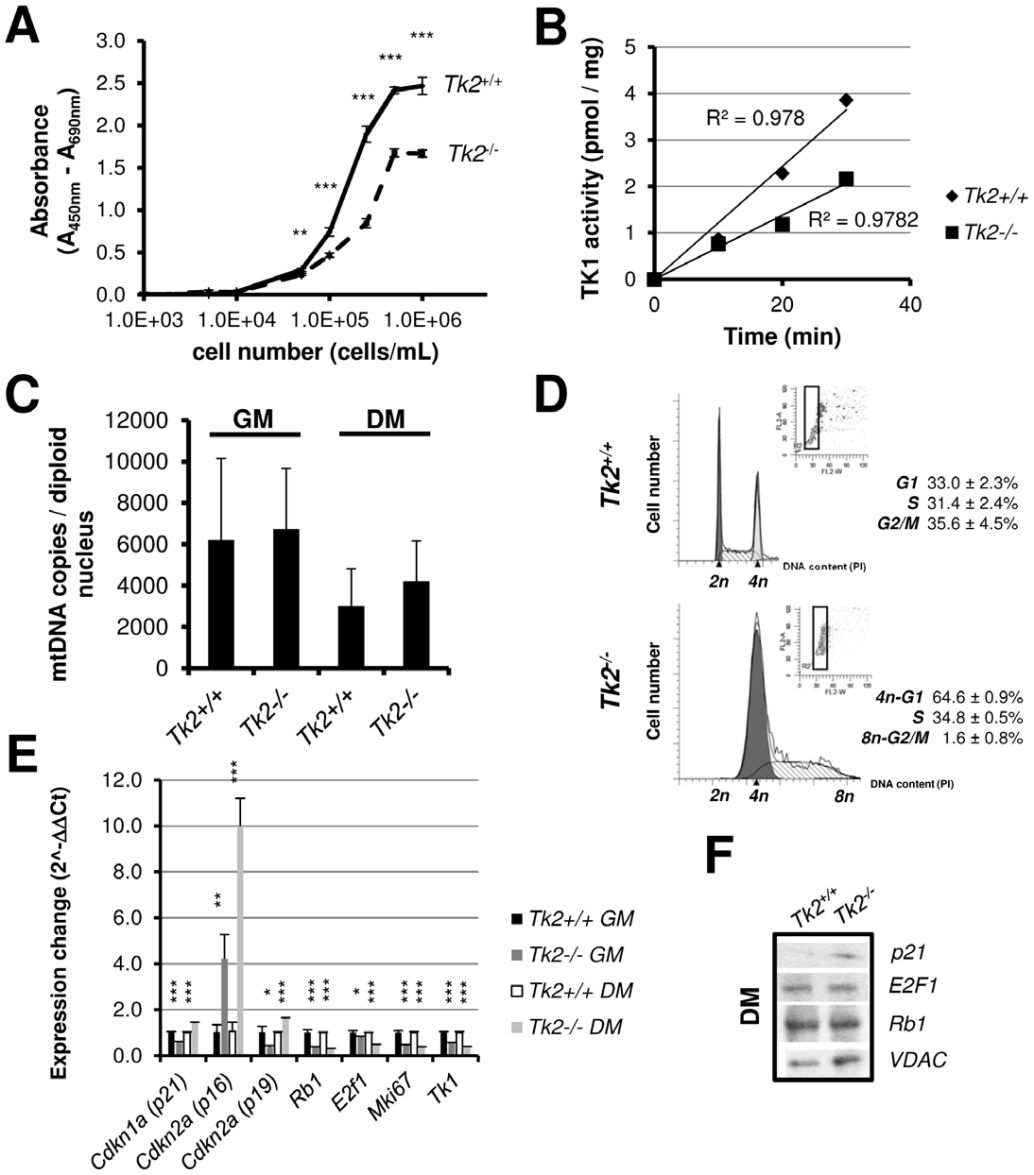
*Tk2* ^+/+^ and *Tk2* ^−/−^ primary myoblasts characterization. **A**) Growth of *Tk2* ^+/+^ and *Tk2* ^−/−^ myoblasts in F-10/DMEM-based primary myoblast growth medium was determined by XTT proliferation assay (see methods). Data points represent mean ± SD of measurements obtained from 4 independent myoblast cultures (*n* = 4). The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ data points are shown - **P<0.01; ***P<0.001. **B**) Thymidine kinase activity measured in both *Tk2* ^+/+^ and *Tk2* ^−/−^ cultured myoblasts (*n* = 2). **C**) mtDNA copy number of *Tk2* ^+/+^ and *Tk2* ^−/−^ cultured myoblasts was measured by Real-time PCR in growth (GM) and differentiation conditions (DM, 8 days). **D**) Flow cytometry analysis of *Tk2* ^+/+^ and *Tk2* ^−/−^ myoblasts cell cycle, 24 hours after cells have been plated. Data were obtained from 3 independent experiments (*n* = 3) and were analysed using the ModFit *LT* software, in order to obtain the percentages of cells in G1, S and G2/M cell cycle phases. **E**) Expression of several genes in *Tk2* ^+/+^ and *Tk2* ^−/−^ growing myoblasts (GM) and differentiated myotubes (DM, 6 days) analysed by Real-time qPCR. The *P*-values for statistical comparisons (two-tailed unpaired Student's t-test) between *Tk2* ^+/+^ and *Tk2* ^−/−^ cells are shown - *P<0.05; **P<0.01; ***P<0.001. **F**) Western-blot analysis of the expression of p21, E2F1, Rb1 and VDAC proteins in *Tk2* ^+/+^ and *Tk2* ^−/−^ differentiated myotubes (DM, 6days).

## Discussion

In this study we analysed the effect of TK2 deficiency in two different muscle tissues of *Tk2* knockout (*Tk2* ^−/−^) mice during their postnatal developmental phase. *Tk2* ^−/−^ pups showed pronounced growth retardation, clearly visible after 8 days of life and reaching a level of about 50% of body weight loss at 14 days of age. At this stage, skeletal muscle fibers from hind limbs were significantly underdeveloped compared to wild-type (*Tk2* ^+/+^) mice, but for heart, there was no significant differences between *Tk2* ^−/−^ and *Tk2* ^+/+^ mice. The weight loss and growth retardation was accompanied by a progressive loss of mtDNA copy number and damage of mitochondrial structural in both muscular tissues. At 14 days-old *Tk2* ^−/−^ muscle tissues had just about 30% of the mtDNA copies existing in *Tk2* ^+/+^ tissues. We also found a mild mtDNA decrease during muscle postnatal development in normal *Tk2* ^+/+^ tissues; previous studies in mouse [17] claim that mtDNA content in heart and skeletal muscle increase gradually with age; however, those analysis only started at 14 days of age and went until 15 months-old mice. No analysis before 14 days was done. In humans, several studies have already been done measuring mtDNA copy number during lifespan, but the ones that have been performed in muscle and include data during postnatal development pointed to different conclusions: those that found lack of change of mtDNA content with age [18], [19] and those that described an increase in mtDNA number with age [20], [21]. Although tremendous progress has been made in many aspects of mitochondrial biology, the regulation and variation of the mitochondria genome copy number in tissues, especially during postnatal development, is something that still needs to be further clarified.

It is known, however, that postnatal growth in mouse is rapid and highly energy demanding; usually the first 3 weeks of postnatal life is a period of intense growth, with body weight increasing 7–8 fold, half of which is accounted for by the increase in skeletal muscle [22]. Postnatal muscle growth is achieved by an increase in number (hyperplasia) and size (hypertrophy) of myofibres in mice. The new myonuclei required during postnatal muscle growth are provided by proliferation of muscle progenitor and satellite cells [23], [24], as shown by the rate of DNA-synthesis being greatest before 21 days of age, after which it declines sharply [25], [26]. In heart the picture is different in that cardiomyocytes proliferate rapidly during fetal life but exit cell cycle soon after birth, after which the predominant form of growth shifts from hyperplasia to hypertrophy [27], [28]. Previous studies suggested that most cardiac cells in rat and mouse gradually cease to undergo DNA replication, and thus proliferation, within the first two or three weeks after birth [29]–[31] and further increase of myocardial mass is not accompanied by cardiomyocyte proliferation [32]. This difference in developmental processes can, at least partly, explain the distinct effects of TK2 deficiency between skeletal muscle and heart tissue. At birth, heart is already at the post-mitotic stage of development and it is unclear if there is any cardiomyocyte proliferation at all during postnatal development [33]. Differently from heart muscle, the developmental process of skeletal muscle is intense during postnatal phase and is thus much more susceptible to growth disturbances occurring during this phase [26].

The vast gene expression deregulation in skeletal muscle and heart in response to TK2 deficiency and consequent mtDNA depletion highlighted the pathways affected during postnatal developmental phase. The down-regulation of genes involved in cell cycle progression and also of genes involved in the control of cellular activities such as adhesion, migration, differentiation, proliferation and survival were in accordance with our observations of slow growth and slow development of *Tk2* knockout mice and suggests a rigorous economy of resources that these tissues have to follow in order to survive during extreme mtDNA depletion and mitochondrial damage. The activation of PPAR and insulin signaling pathways in skeletal muscle was indicative of the energy demand of this tissue during postnatal stage. The observed gene activation shows that maintenance of glucose and lipid homeostasis, and their usage in order to produce energy, is essential for normal development, growth and survival. In accordance with this are the lipid droplets and the up-regulation of β-oxidation genes found in skeletal muscle of *Tk2* knockout mice. The association of lipid droplets with mitochondria has been observed in skeletal muscle tissue [34] and found to become more abundant when energy requirements increase, as during physical exercise [35].

The significant up-regulation of several genes related to p53 signaling pathway in skeletal muscle suggested that a substantial number of muscle cells were entering a state of cell cycle arrest. 

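*Phlda3*, a p53 target that restrains Akt signaling, was 181 ± 27.9 (mean intensity ± SD, n = 3) in wild-type and 63.9 ± 6.01 in *Tk2* knockout heart (-1.29, adjusted p = 3.0e-05; -0.72, adjusted p = 0.00103 after quantile normalization), and in skeletal muscle it rose by 1.39 (adjusted p = 0.00161). The antiproliferative gene *Btg2* fell in heart (-1.05, adjusted p = 1.6e-04; -0.37, adjusted p = 0.0411 after quantile normalization), whereas *Sesn1* rose (1.02, adjusted p = 3.4e-05; 1.65, adjusted p = 1.1e-04 after quantile normalization). The effect on *Phlda3* differed between the tissues by 2.68 (adjusted p = 3.0e-05), and by 2.00 (adjusted p = 0.00106) after quantile normalization. Of 30 measured genes in the general list of p53 targets, 4 rose and 16 fell in heart as deposited (5 and 17 over the list alone; camera adjusted p = 0.564), and 10 rose and 6 fell after quantile normalization (11 and 8 over the list alone; adjusted p = 0.448). Of the 17 p53 pathway genes that the study picked, which are not independent evidence, 5 rose and 3 fell in heart as deposited (adjusted p = 7.16e-04, and adjusted p = 0.706 with an estimated correlation), and 10 rose and 1 fell after quantile normalization (adjusted p = 7.1e-06, and adjusted p = 0.502 with an estimated correlation).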

The opposite happened in heart probably because of the different postnatal development processes in heart and skeletal muscle discussed above. It is known that p53 and p53-related genes have a role in balancing development and differentiation of several kinds of tissues in mammals, including the myogenic lineage [36]. Thus, up-regulation of p53 pathway can reveal differences between the proliferation/differentiation state of cells in *Tk2* knockout skeletal muscle and *Tk2* ^+/+^ tissue from mice with the same age. Actually for some of the p53 targets, like *Cdkn1a*/p21 gene, their expression is not always p53-dependent in muscle and other terminally differentiating cells [37]. In these cases, p21 protein functions during development as an inducible growth inhibitor and can be used as a marker for cells that permanently exit cell cycle and commit to differentiation. p21 associates with cyclin-CDK complexes and high amounts of this protein inhibit CDK activity and cause growth arrest [38]–[40]. In addition, the negative regulation of cell growth by p21 has been found to be through E2F-mediated repression of transcription [41]. The inhibition of E2F gene expression by p21, in addition to up-regulated expression of *Rb1* gene, also includes alterations of Rb/E2F pathway in the mechanism of arrest and slow cell proliferation in TK2 deficient tissues. In fact, in addition to the permanent up-regulation of p21, other CDK inhibitors and negative cell cycle regulators, such as retinoblastoma gene product Rb1, contribute as markers of muscle cell differentiation [42].

The *Tk1*, *Dck* and RNR (*Rrm1* and *Rrm2*) genes were down-regulated in *Tk2* knockout muscles. *Tk1* expression is regulated by the E2F transcription factor [43], [44] and it also interacts with the inhibitor p21 [45]. It is also well established that TK1 normally is expressed in very low amounts in differentiated muscle tissues [46]. The decreased expression of *Tk1*, the increased expression of CDK inhibitor genes like *Cdkn1a*/p21 and *Rb1* and the decreased expression of major positive cell cycle regulators (cyclins and CDKs) in *Tk2* knockout muscle tissues may indicate, mainly for skeletal muscle, differences in cell composition of differentiated and non-differentiated myogenic cells. The low amount of activated myoblasts/satellite cells in skeletal muscle of *Tk2* knockout (*Tk2* ^−/−^) mice was also corroborated by the down-regulation of several stem cell and skeletal muscle progenitor cell specific markers, like *Cd34*, *Pax7*, *Sox8*, *Vcam1*, *Caveolin-1* and *Myod* (Figure S6 and Table S1).

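*Sox8*, which encodes a transcription factor of satellite cells, fell from 135 ± 24.1 to 43.6 ± 6.71 (log2 change -1.34, SE 0.13, adjusted p = 9.2e-05) in *Tk2* knockout skeletal muscle (mean intensity ± SD, n = 3). The progenitor marker gene *Cd34* fell from 1665 ± 210.5 to 743 ± 63.5 (log2 change -1.14, SE 0.12, adjusted p = 1.1e-04), the myogenic factor gene *Myod1* from 335 ± 74.3 to 154 ± 94.4 (log2 change -1.17, SE 0.30, adjusted p = 0.0193), and *Vcam1* and *Pax7* by 0.67 (adjusted p = 0.0148) and 0.43 (adjusted p = 0.0377). With a pseudocount of 64, and without 3 or 4 of the 6 arrays in turn, *Myod1*, *Vcam1* and *Pax7* did not pass, nor did *Pax7* with sex as a covariate (adjusted p = 0.0554). *Cav1*, the caveolin-1 gene, was 2482 ± 261 and 1992 ± 128 and did not pass the test (-0.31, adjusted p = 0.0622), but did after quantile normalization (-0.42, adjusted p = 0.00317). Of these 6 genes 5 fell (6 over the list alone; camera adjusted p = 2.46e-04, and adjusted p = 0.557 with an estimated correlation), and since the study picked them they are not independent evidence. Fibroblast markers moved with them: of 15, 9 fell and 2 rose (9 and 2 over the list alone; adjusted p = 0.0394, and adjusted p = 0.854 with an estimated correlation). Of 29 genes in a general list of satellite cells and myogenesis, 12 fell and 4 rose (13 and 4 over the list alone; adjusted p = 0.0311, and adjusted p = 0.854 with an estimated correlation). Without the 4 that the study also names, 8 of 25 fell and 4 rose. *Mymk*, which encodes the myoblast fusion protein myomaker, fell from 725 ± 80.2 to 139.9 ± 41.3 (log2 change -2.28, SE 0.17, adjusted p = 1.8e-05), and *Megf10*, a gene of satellite cell renewal, fell from 147 ± 34.6 to 52.2 ± 6.94 (log2 change -1.24, SE 0.15, adjusted p = 2.4e-04), while the growth factor receptor gene *Fgfr1* rose by 0.70 (adjusted p = 0.00124).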

A striking observation was that growing primary myoblasts (activated satellite cells) isolated from *Tk2* ^−/−^ skeletal muscle had already slower proliferation *in vitro* and lower TK1 activity, even in absence of mtDNA depletion, and that in differentiation conditions, mtDNA levels were also the same in *Tk2* ^+/+^ and *Tk2* ^−/−^ myotubes. The observed accumulation of *Tk2* ^−/−^ tetraploid (*4n*-G1) cells in growth conditions cultures can explain the decrease in proliferation and the less ability to differentiate of these cells. Tetraploidy generation can constitute an adaptive response to stress [47] and has already been shown to arise in response to cell senescence, genotoxic, metabolic or oxidative stresses and in response to infection by some viruses [48]. Several genes associated with cell cycle arrest were up-regulated in *Tk2* ^−/−^ cells in both, growing and differentiation conditions, like p16 gene, or just in differentiation conditions, like p21 and p19 genes. It is well established that the expression levels of p16, p18, p19 (inhibitor of CDK4 family - INK4 proteins) and of p21, p27 and p57 (cyclin dependent kinase-interacting protein/kinase inhibitory protein family - CIP/KIP proteins) all increase with differentiation [37], [49]. However, the higher expression of p16, p19 and p21 in *Tk2* ^−/−^ primary cells can also be a sign of premature senescence. Senescence induction and maintenance is usually mediated by the Arf/p53/p21 and p16/pRb tumor suppressor pathways, depending on species and cellular context [50]. Premature senescence state and tetraploidy in *Tk2* ^−/−^ myoblasts may illustrate a way to cope with the increasing metabolic stress in these cells due to their lack of TK2 and difficulty to maintain proper dNTP pools and mtDNA levels. It will be interesting to investigate, in future studies, if premature cellular senescence in *Tk2* ^−/−^ cells is caused by dNTP pool imbalance, decrease of mtDNA turnover, mitochondrial damage, oxidative stress or other alterations. In addition, we can study if *Tk2* knockout primary cells are more prone to transform, since senescence is common at pre-malignant phases of tumor development in several mouse tumor models [50]; cycling tetraploidy is usually considered a crucial step from diploidy to cancer-related chromosomal instability and from senescence to malignancy [51].

A recent study showed that mtDNA mutagenesis affected neural and hematopoietic somatic stem cells (SSCs) function in mice [52]. In a similar way, lack of TK2 in skeletal muscle SSCs (activated primary myoblasts) reduces their proliferation and competence to differentiate into proper myotubes and myofibres during mice postnatal development. In heart, the presence of dividing cells in postnatal tissue is low and thus less important; however, in skeletal muscle, the activated satellite cells pool is of extreme importance for correct muscle development and growth [53], [54].

## Materials and Methods

### Ethics statement

Official Swedish regulations for use and care of laboratory animals were followed throughout and the experimental protocol was approved by the local ethical committee (*Jordbruksverket*, ethical permission numbers S104-09 and S135-11).

### Mice

Thymidine kinase 2 (*Tk2*) knockout mouse was already previously reported and characterized [12]. Mating heterozygous *Tk2* ^+/−^ males and females produced litters with wild-type (*Tk2* ^+/+^), heterozygous (*Tk2* ^+/−^) and homozygous knockout (*Tk2* ^−/−^) pups with expected Mendelian frequency. For these experiments, we sacrificed mice with 4, 8, 11 and 14 days-old and skeletal muscle and heart have been harvested.

### mtDNA copy number quantification

The number of mtDNA copies per diploid nucleus in mouse tissues was determined using real-time PCR absolute quantification, using an ABI 7500 Fast system (Applied Biosystems). Total genomic DNA was purified from mouse tissues using the DNeasy Blood and tissue kit (QIAGEN). About 10 ng of gDNA were used in each reaction. Primers and probe for mouse *mt-Nd1* gene (mitochondrially encoded NADH dehydrogenase 1; forward primer: 5′-TCGACCTGACAGAAGGAGAATCA, reverse primer: 5′-GGGCCGGCTGCGTATT, probe: **FAM**-AATTAGTATCAGGGTTTAACG-**TAMRA**) and for single-copy mouse *Rpph1* gene (nuclear encoded ribonuclease P RNA component H1; forward primer: 5′-GGAGAGTAGTCTGAATTGGGTTATGAG, reverse primer: 5′-CAGCAGTGCGAGTTCAATGG, probe: **FAM**-CCGGGAGGTGCCTC-**TAMRA**) were designed for this purpose. For each DNA sample, mitochondrial gene *mt-Nd1* and nuclear gene *Rpph1* were quantified separately. Standard curves have been done using known copies of a plasmid containing one copy of each of those two mouse genes referred above. According to the standard curve, the number of copies from each gene was calculated for each sample and the number of mtDNA copies per diploid nucleus was calculated according to the formula: mtDNA copies per diploid nucleus  = 2×(*mt-Nd1* gene copies/*Rpph1* gene copies).

### Transmission electron microscopy

Hind limb skeletal muscles and hearts from 14 days-old mice have been harvested and fixed immediately with freshly made 2.5% glutaraldehyde, postfixed in 1% osmium tetroxide, embedded in Epon, and post-stained with 1% uranyl acetate. Ultramicrotome sections were made approximately 60 nm thick. Ultra-samples were analysed in a Hitatchi H-7100 electron microscope at 75 kV accelerating voltage [55], [56].

### Immunoblotting analysis

Total protein from skeletal muscle and heart was extracted using RIPA buffer (50 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS and protease inhibitors). Total protein concentrations were measured using the colorimetric Protein Assay (Bio-Rad). The same amount of proteins (30 µg) for each sample was run in NuPAGE 4–12% Bis-Tris gels (Invitrogen) and blotted to a Hybond-P membrane (GE Healthcare). VDAC protein and β-actin proteins have been detected using anti-VDAC (Calbiochem) and anti-β-actin (Sigma) primary antibodies. p21, E2F1 and Rb1 proteins have been detected using anti-p21 (Abcam), anti-E2F1 (Abcam) and anti-Rb1 (BD Biosciences) primary antibodies. Protein-antibody interactions were detected with a peroxidase-conjugated secondary antibody (GE Healthcare), subjected to Amersham ECL Western blotting detection reagents (GE Healthcare).

### Gene expression analysis by microarrays

Gene expression profiles from hind limb skeletal muscles and hearts from 3 different 11 days-old knockout (*Tk2* ^−/−^) mice were compared with profiles from the same tissues collected from 3 different wild-type (*Tk2* ^+/+^) mice with the same age. This was performed using Affymetrix platform and the Mouse Gene 1.1 ST Array. Total RNA was extracted with Rneasy kit (QIAGEN) and Ambion WT Expression kit (Invitrogen) have been used for labeling. Labeling, hybridization and scanning were performed according to manufacturer's instructions. Data were normalized and in order to determine those genes that were differentially expressed between *Tk2* ^−/−^ and *Tk2* ^+/+^ tissues, a t-test was applied. KEGG pathway (http://www.genome.jp/kegg/pathway.html) enrichment was performed using the Pathways Analysis tool included in Expander software [57], [58]. The microarray data presented in this publication have been deposited in NCBI's Gene Expression Omnibus [59] and are accessible through GEO Series accession number GSE38449 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38449).

### Real time qPCR analysis

Total RNA was extracted with RNeasy kit (QIAGEN) and cDNA was synthesized using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCR analysis was performed in the ABI 7500 Fast machine (Applied Biosystems) using appropriate primers for each gene. Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen) was used in qPCR analysis of cell proliferation marker genes and Taqman Universal PCR Master Mix with specific Taqman probes (Eurofins-MWG) were used in qPCR analysis of deoxyribonucleoside kinases genes. The housekeeping gene *Gapdh* was used as loading control for both analyses. In order to obtain expression variation, the 2^−ΔΔCt^ method has been used.

### Mouse primary myoblast isolation and culture

Primary myoblasts from wild-type (*Tk2* ^+/+^) and knockout (*Tk2* ^−/−^) mice have been prepared and cultured as previously described [60]. Shortly, 2 days-old, *Tk2* ^+/+^ and *Tk2* ^−/−^ pups have been sacrificed and their limbs isolated. Muscles from the limbs were dissected away from the skin and bone in a drop of sterile PBS on ice. Muscles have been minced for several minutes in a collagenase/dispase/CaCl_2_ solution and then incubated at 37°C for about 20 minutes. After centrifuge cells for 5 minutes at 350 *g*, the pellets were resuspended in F-10-based primary myoblast growth medium (20% fetal bovine serum; GIBCO) and plated in previously prepared collagen coated culture dishes. Selective growth in F-10-based primary myoblast growth medium and special passaging conditions allowed the myoblasts to become the dominant cell type in the culture over the fibroblasts within 3 weeks. After the fibroblasts were no longer visible in the culture, the medium has been changed to F-10/DMEM-based primary myoblast growth medium (20% fetal bovine serum; GIBCO). Differentiation of myoblasts into myotubes was made changing cells to differentiation medium (DMEM with 5% horse serum; GIBCO). Cell proliferation in F-10/DMEM-based primary myoblast growth medium for both cell types prepared was measured using the colorimetric XTT proliferation assay (Cell proliferation kit II – XTT, Roche), according to manufacturer's instructions and using a 4 hours incubation with XTT labeling mixture. The assay is based on the cleavage of the yellow tetrazolium salt XTT to form an orange formazan dye by metabolic active cells. Basically, serial dilutions of *Tk2* ^+/+^ and *Tk2* ^−/−^ cells, grown for 36 hours after seeding in a 96 well tissue culture plate, were incubated with the yellow XTT solution (0.3 mg/mL) for 4 hours. After this incubation period, the orange formazan solution was formed and spectrophotometrically quantified using a MCC/340 ELISA plate reader (Labsystems Multiskan). An increase in number of proliferating cells results in an increase in the overall activity of mitochondrial dehydrogenases in the sample. This increase directly correlates to the amount of orange formazan formed, as monitored by the absorbance.

### Immunocytochemistry

Myoblasts or myotubes in cell culture were briefly rinsed with phosphate-buffered saline (PBS), fixed in ice-cold methanol for 10 minutes and then washed again in PBS. Then, in order to permeabilize the cells, they were incubated for 10 minutes in PBS containing 0.25% Triton X-100 and washed again. After, cells were first incubated with 1% BSA in PBST for 30 minutes to block unspecific binding of antibodies, then in the diluted primary antibody (1∶500) overnight at 4°C and, in the end, with the diluted secondary antibody (1∶500) for 1 hour at room temperature in dark. Cells were washed once more and incubated on 0.2 µg/mL of DAPI solution for 5 minutes, in order to stain DNA. The preparation was then analysed under a fluorescence microscope (Nikon Eclipse E600). Cells were analysed using anti-myogenin, anti-p21, anti-desmin and anti-Pax7 primary antibodies (Abcam) and Alexa Fluor 488 anti-rabbit or anti-mouse secondary antibodies (Molecular Probes). Nuclei have been stained with DAPI (Sigma).

### Flow cytometry

Myoblasts (about 10^6^ cells) growing in culture were suspended in PBS and then fixed in 70% ethanol for at least 2 hours at 4°C. After centrifugation, cells were washed in PBS and centrifuged again. Then the pellet was suspended in 1 mL of propidium iodide (PI) staining solution (0.1% Triton X-100, 10 µg/mL Sigma PI solution, 100 µg/mL DNase-free RNase A in PBS) and incubated at room temperature for 30 minutes in the dark. Samples were transferred to the flow cytometer (FACSCAlibur, BD Biosciences) and cell fluorescence was measured.

### Thymidine kinase activity assay

Thymidine phosphorylation assays were carried out as described before [61], [62]. Briefly, tissues were homogenized and suspended in extraction buffer [50 mM Tris-HCl pH 7.6, 2 mM dithiothreitol (DTT), 5 mM benxamidine, 0.5 mM phenylmethylsulfonyl fluoride (PMSF), 20% glycerol and 0.5% Nonidet P40]. The suspension was centrifuged at 16000 *g* for 20 minutes and the supernatant collected and stored at −80°C. The enzymatic assays were performed in 50 mM Tris-HCl (pH 7.6), 5 mM MgCl_2_, 5 mM ATP, 2 mM DTT, 15 mM NaF, 0.5 mg/ml BSA, 40–50 µg protein, 3 µM [methyl-^3^H]thymidine (Moravek) and 7 µM unlabelled thymidine in a volume of 50 µL. 10 µL of reaction mixture was spotted on Whatman DE-81 filter discs after incubation at 37°C at different time points (0, 10, 20 and 30 minutes). The filters were washed three times in 5 mM ammonium formate and the filter bound product was eluted from the filter with 0.1 M KCl and 0.1 M HCl. The radioactivity was quantified by scintillation counting using 3 mL scintillation buffer.

## Supporting Information

Figure S1 ***Tk2*** **^+/+^ and** ***Tk2*** **^−/−^ mice hind limb and heart sizes comparison and skeletal muscle histology.** **A**) Pictures of hind limbs and hearts from 14 days-old wild-type (*Tk2* ^+/+^) and *Tk2* knockout (*Tk2* ^−/−^) mice were taken immediately after they have been sacrificed. **B**) Histological analysis of skeletal muscle tissue from 14 days-old *Tk2* ^+/+^ and *Tk2* ^−/−^ mice (hematoxylin-eosin staining).
(TIF) Click here for additional data file.

Figure S2 **Expression analysis of two different proteins in** ***Tk2*** **^+/+^ and** ***Tk2*** **^−/−^ skeletal muscle and heart.** Expression of a membranar mitochondrial protein (VDAC – voltage-dependent anion channel) and a cytoplasmic protein (β-actin) was analysed by western-blot. Both proteins are encoded by the nuclear genome. The ratio between the expressions of both proteins for each sample was calculated using ImageJ software.
(TIF) Click here for additional data file.

Figure S3 ***Tk2*** **^−/−^ mice skeletal muscle have several lipid droplets in its ultrastructure.** Transmission electron microscopy images of skeletal muscle sections isolated from *Tk2* knockout (*Tk2* ^−/−^) 14 days-old mice. Lipid droplets are indicated with dashed arrows in the pictures.
(TIF) Click here for additional data file.

Figure S4 **Desmin and Pax7 expression during** ***Tk2*** **^+/+^ and** ***Tk2*** **^−/−^ primary myoblasts growth and differentiation.** **A**) *Tk2* ^+/+^ and *Tk2* ^−/−^ primary myoblasts in F-10/DMEM-based primary myoblast growth medium (GM, 20% fetal bovine serum) were analysed by immunocytochemistry using anti-desmin and anti-Pax7 antibodies (Abcam). Nuclei have been stained with DAPI (Sigma). **B**) *Tk2* ^+/+^ and *Tk2* ^−/−^ cells after 6 days in differentiation medium (DM - DMEM with 5% horse serum). Immunocytochemistry was performed using anti-desmin and anti-Pax7 antibodies (Abcam). Nuclei have been stained with DAPI (Sigma).
(TIF) Click here for additional data file.

Figure S5 **Flow cytometry analysis of** ***Tk2*** **^+/+^ and** ***Tk2*** **^−/−^ myoblasts cell cycle, 16, 24 and 36 hours after cells have been plated.** Data were obtained from 3 independent experiments (*n* = 3) and were analysed using the ModFit *LT* software, in order to obtain the percentages of cells in G1, S and G2/M cell cycle phases.
(TIF) Click here for additional data file.

Figure S6 **Gene expression variation of some stem cell and muscle progenitor cell marker genes in skeletal muscle of 11 days-old** ***Tk2*** **knockout (** ***Tk2*** **^−/−^) mice.** Expression values obtained in the microarray analysis performed. SM refers to the analysis made in skeletal muscle.
(TIF) Click here for additional data file.

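Fold changes in this table are ratios of mean intensities rather than of log2 values. For *Ddit4* in skeletal muscle the means of 3 arrays were 129 and 1193, a ratio of 9.25, and for *Ccnb2* 242 and 50.6, a ratio printed as -4.79 because a fall is given as the negative of the inverse ratio. The first 1998 of its 16909 entries were used here, and 1467 of them match 1 gene by symbol. The skeletal muscle ratio from the deposited intensities lies within 1% of the printed one for 1393 of these, and the p of the methods' t-test on the intensities within 1% for 1388. The entries used are not a random part of the table. They hold 459 that are higher in skeletal muscle at the paper's threshold, against 478 that the paper counts in all. The match was not checked for the other entries.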

Table S1 **Global gene expression variation in skeletal muscle (SM) and heart (HE) harvested from 11 days old** ***Tk2*** **knockout mice (TK2-) comparing to wild-type mice (WT) at the same age.** Fold-changes and *P*-values obtained in the microarray analysis performed are indicated for each gene. *ns* indicates that the gene was not significantly up- or down-regulated in the analysis.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

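Gene expression was measured in hind limb skeletal muscle and heart of 11-day-old wild-type and *Tk2* knockout mice on 12 Affymetrix Mouse Gene 1.1 ST arrays, 3 for each of the 4 groups. All 12 were used. The authors summarised the probes with the PLIER algorithm in Affymetrix Expression Console; the versions are not given. The deposited values are intensities on a linear scale, 1 for each of 35556 probe sets per array. The raw probe-level files were not used here.

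Probe sets were named from the table of the array platform: 21218 carry 1 gene symbol, 1881 carry several and 12457 are unlisted. Only those with 1 symbol were tested, and for each gene the probe set with the highest mean over the arrays was kept, which gave 18820 genes. *Trp53* and the genes of the mitochondrial genome were not analysed here, and some other genes that the paper names are not reported here. The gene table of the mouse genome build GRCm38.p6 was used only to check symbols.

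Intensities were placed on the scale log2(intensity + 16) with no further normalization between arrays, and log2 changes are differences of group means on that scale, which understates the change of dim genes. Mean ± SD is that of the linear intensities. Knockout and wild-type arrays were compared within each tissue with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over 18820 genes, and a gene is said to rise or fall when its adjusted p is under 0.05. The study's own threshold, at least 2-fold with an unadjusted p under 0.05, was counted beside it. The difference between the tissues was tested as the interaction in 1 fit of the 4 groups. Before the data were examined, 63 lists of genes were written, some from the study's own text and figures and the others from general knowledge; 62 of them had enough measured genes and were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists, and again with the correlation estimated from the arrays. With 3 arrays per group the estimated correlation is rough and that test has little power, so a list that fails it is not shown to be unchanged. The lists are not the KEGG sets of the paper. Camera compares a list with all other genes, whereas the paper looked for enrichment among the genes past its threshold. Expected overlaps are the product of the counts divided by the genes tested. They treat all genes as equally likely to pass. Genes dim in both tissues can hardly reach 2-fold once 16 is added, so the expected overlaps are likely too low. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

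Genes named in the text were chosen by rule: *Tk2*; genes the paper names; per tissue the 10 largest rises and falls among genes that pass the test and whose 3 arrays per group do not overlap; per list up to 4 members with the smallest p and the largest change in the opposite direction; and the 10 genes with the smallest p for the difference between tissues. *Cpt1a* and *Ccne1* fall outside this rule and were chosen after their values were seen. The paper's figures and the part of Table S1 used here had been read when the lists were written, so the values printed there count as seen. Counts of the general lists are therefore not fully independent of these arrays.

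The procedure was tested on simulated data with the mean and the spread of each gene on these arrays and known changes added. Noise was drawn independently for each gene. In each tissue 67 genes were changed by 0.5, 67 by 1 and 66 by 2, and 200 genes for the interaction. In skeletal muscle limma recovered 26.9% of the genes changed by 0.5 on the log2 scale, 92.5% of those changed by 1 and 100% of those changed by 2, with 8 false calls among 18820 genes, and in heart 20.9%, 98.5% and 100% with 7. For the interaction it recovered 99% of genes changed by 2 with 5 false calls. Far more genes pass on the real arrays, which makes the adjustment less strict, so these shares are not the recovery there.

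The alternatives fixed beforehand were quantile normalization over all arrays or within a tissue, median centring, pseudocounts of 1 and 64, leaving out dim probe sets, the methods' t-test, 1 fit of the 4 groups, replicate number as a block, array weights, trended and robust moderation, the mean of a gene's probe sets, counting each probe set, leaving out each array in turn, and other list tests. Tests on the linear intensities, and sex of the animals, read from *Xist* and *Eif2s3y*, as a covariate, were added after the data were seen. Because the knockout heart arrays are dimmer as a whole, heart values after quantile normalization stand beside those as deposited; this method assumes that the distribution of expression is the same in all samples, which the arrays alone cannot show. Real-time PCR, cell culture and mitochondrial DNA measurements of the paper were not analysed here.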

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

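The tests of array brightness, of skeletal muscle tissue in the heart samples and of adipocytes were chosen after the results they address had been seen; the regrouping of arrays was set beforehand.

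The effect of the knockout differed between skeletal muscle and heart for 8042 genes, and for 1943 after quantile normalization. The genes with the smallest p for that difference, chosen after their values were seen, were *2210407C18Rik* (muscle minus heart 5.28), *Acta1* (3.70), *Fbxo32* (3.39), *Slc43a1* (3.16), *Klhl38* (2.75), *Tango2* (2.50), *Rhou* (2.50), *Chac1* (2.38), *Sh3rf2* (2.35) and *Ube4a* (2.21). *2210407C18Rik* fell in heart from 1011 ± 485 to 7.33 ± 0.943 (mean intensity ± SD, n = 3). When genotype labels were exchanged among the arrays of each tissue in 100 ways, 1, the real labelling, gave as many as 8042 genes, and the highest other count, 7405, came from a regrouping that kept the heart labels. The 236 genes past the 2-fold threshold in both tissues were matched by 1 of 100, again the real labelling, with 7 as the highest other count. Each other regrouping mixes the genotypes in at least 1 tissue. The genotype effect then adds to the spread that genes are tested against, so these counts do not measure chance.

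In *Tk2* knockout skeletal muscle 25 of 28 genes induced by glucocorticoids rose and none fell (25 over the list alone; camera adjusted p = 6.19e-25, and adjusted p = 0.439 with an estimated correlation). The glutamine synthetase gene *Glul* rose from 908 ± 61.2 to 6025 ± 789 (log2 change 2.7, SE 0.12, adjusted p = 7.3e-07), and the metallothionein gene *Mt1* from 217 ± 36.3 to 2398 ± 476 (log2 change 3.37, SE 0.16, adjusted p = 8.6e-07). Of 27 muscle atrophy genes 22 rose and 1 fell (22 and 2 over the list alone; adjusted p = 1.21e-14, and adjusted p = 0.734 with an estimated correlation), the ubiquitin ligase gene *Trim63* rising from 626 ± 124 to 4169.5 ± 893 (log2 change 2.7, SE 0.17, adjusted p = 5.1e-06), while the myostatin gene *Mstn* fell from 525 ± 152 to 126 ± 27.4 (log2 change -1.92, SE 0.19, adjusted p = 1.0e-04). Of 18 genes of developing muscle 8 fell and none rose (9 and 2 over the list alone; adjusted p = 0.00186, and adjusted p = 0.854 with an estimated correlation), among them the imprinted gene *Mest* (-2.9, adjusted p = 2.1e-06) and the cardiac actin gene *Actc1* (-1.56, adjusted p = 2.1e-05). The study names 3 of the 28 glucocorticoid genes in its p53 group, and of the 25 others 22 rose. Part of Table S1, with 459 entries higher in skeletal muscle at the paper's threshold, had been read when the lists were written. Counts of these lists in skeletal muscle are therefore not fully independent of these arrays. In heart 18 of the 28 glucocorticoid genes rose and 1 fell after quantile normalization (14 and 3 as deposited). The paper does not discuss these groups, and their cause was not tested.

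Most genes that passed the test in heart were lower in the knockout. Among the brightest probe sets, those with a gene name had a median log2 change of -0.71 (5806 probe sets) and those without a name -0.60 (1305), a difference of 0.107. They were further apart among less bright probe sets, at -0.65 and -0.42, and at -0.55 and -0.31, in the next 2 of 10 equal groups by brightness, so probe sets without a name fell as well, but not always as much. Housekeeping and ribosomal protein genes fell in heart with the rest as deposited, 18 of 18 and 39 of 41, with median log2 changes of -0.74 and -0.65. The mean intensities of knockout and wild-type heart arrays do not overlap. The arrays alone cannot separate lower levels of most transcripts from dimmer hybridization. Mitosis genes stood apart from that shift: their median change was -1.22 as deposited and -1.10 after quantile normalization (camera adjusted p = 3.61e-17, and adjusted p = 0.502 with an estimated correlation). As deposited, the lowest of 10000 lists of like brightness had a median of -0.68. Array brightness is therefore unlikely to account for the fall of mitosis genes in heart. In the other splits of the heart arrays, the largest size of the mitosis median was 0.57 after quantile normalization. Those splits mix the genotypes, so a smaller median is expected there whatever the cause, and they decide nothing.

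The skeletal fibre genes *Acta1* and *Casq1*, not named in the text of the paper read here, fell in heart, with log2 changes of -3.56 and -3.07, and *Myh7* rose by 3.27. Skeletal muscle tissue in the wild-type heart samples could produce such a fall, and *Acta1* would need a share of 18% of the RNA. At that share, 10 other skeletal fibre markers would lie between 746 and 1287, but they lay between 8.79 and 80.4, with an upper quartile of 0.059 and a highest value of 0.091 of the needed level. The mean intensities of these markers were lower in knockout heart too, *Mybpc2* for example at 80.4 ± 15.0 and 29.7 ± 11.0. Of 13 skeletal fibre genes, *Acta1* and *Casq1* included, 10 fell as deposited, and *Acta1*, *Casq1*, *Mybpc2* and *Myh4* after quantile normalization (8 over the list alone; camera adjusted p = 2.51e-04, and adjusted p = 0.502 with an estimated correlation). Skeletal muscle tissue therefore does not account for the whole fall of *Acta1*, and a much smaller share of it stays open. Brightness does not account for the whole fall either, since after quantile normalization *Acta1* still fell, by 2.94 (adjusted p = 4.43e-06).

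PPAR targets rose in knockout skeletal muscle together with adipocyte markers. Of 10 markers 7 rose and 1 fell. More adipocytes in the knockout samples and activation of PPAR targets within muscle fibres cannot be told apart on these arrays. *Cidec*, the marker with the largest rise (2.16), is itself a PPAR target, so that a comparison of the other targets with it decides nothing.

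Each tissue has 10 splits of its 6 arrays into 3 and 3, so the share of splits as large as the real one is never under 0.1. The real split alone (1 of 10) reached the 4139 genes of skeletal muscle (highest other 4), the 9418 of heart (highest other 0), the 5117 of heart after quantile normalization (highest other 0), and the 663 and 1820 genes past the 2-fold threshold in skeletal muscle and heart (highest other 10 and 26). Each other split puts arrays of both genotypes in each group, so the genotype effect adds to the spread that genes are tested against. Low gene counts there follow from the mixing and do not measure chance. With camera at the preset correlation, 30 lists were called in skeletal muscle, which 2 of 10 splits reached (highest other 32), and 36 in heart, which 1 of 10 reached (highest other 30). In these mixed splits part of the genotype effect stays between the groups, so they do not show how many lists chance alone would call. No split was made among arrays of the same genotype. The splits therefore do not decide whether gene or list counts carry more weight. List p-values at the preset correlation assume that genes of a list hardly vary together. That can hardly be checked with 3 arrays per group, so they stay weak evidence.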

How the results depend on the processing

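With 3 arrays per group, results near the threshold changed with the setting, and the counts in heart depended mostly on the scaling of the arrays. Quantile normalization of all arrays gave 2138 genes higher and 2979 lower in heart, 176 and 321 past the 2-fold threshold, 83 higher in both tissues, 1943 that differed between the tissues and 21 gene lists in heart; within each tissue it gave 2151, 3023, 180, 317, 86, 1980 and 21. Under these 2 settings the heart change of *Rb1* turned from -0.45 to 0.23 and 0.23 (adjusted p = 0.0593 and 0.0555), that of *Cdk2* from -0.58 to 0.0272 and 0.0270 (adjusted p = 0.856 and 0.856), that of *Pdgfra* from -0.40 to 0.29 and 0.28 (adjusted p = 0.0404 and 0.0371) and that of *Slc43a1* from -0.01 to 0.33 and 0.34 (adjusted p = 0.0234 and 0.0199), and complex I genes as a list, with a median of -0.03 in skeletal muscle and a camera adjusted p of 0.931 as deposited, were called lower there (median -0.15 and -0.15, adjusted p = 0.0369 and 0.0378, and 0.823 in the first with an estimated correlation). Changes of sign of genes and lists that pass in neither setting were not counted. Median centring gave 1833 genes higher and 6923 lower in heart (79.1% lower), 65 and 922 past the 2-fold threshold and 44 higher in both tissues. A pseudocount of 1 gave 523 lower in skeletal muscle, 96 and 2707 in heart and 43 and 353 in both; a pseudocount of 64 gave 212 and 155, 27 and 768, and 16 and 81. The methods' t-test with the same adjustment called 366 genes higher and 294 lower in skeletal muscle, and 55 of 110 named genes there no longer passed. Array weights gave 1325 genes higher in heart, 66 past the 2-fold threshold and 42 higher in both, but the estimate of the weights in heart stopped before it converged. Linear intensities gave 79 higher in heart and 40 and 319 in both, and over every listed probe set 87 and 3241 in heart, 619 lower in skeletal muscle and 43 and 414 in both. Leaving out dim probe sets left 21 lists in heart. With an estimated correlation camera called 0 lists in skeletal muscle and 0 in heart (5 and 1 at an unadjusted p under 0.05), and fry called 13 in skeletal muscle. With 3 arrays per group the estimated correlation is rough, and camera with it has little power. Its lowest adjusted p was 0.439 in skeletal muscle and 0.706 in heart, so a list that fails it is not shown to be unchanged. For the p53 targets in heart, with a median of -0.34, fry gave the direction as lower (adjusted p = 0.0101) and camera as higher (adjusted p = 0.564). The first tests against no change and the second against the other genes, so these directions are not comparable.

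Leaving out 1 array at a time gave 1347 (without knockout replicate 2) to 2440 genes higher in skeletal muscle and 190 (without knockout replicate 1) to 753 (without wild-type replicate 2) in heart. *Tk2* in skeletal muscle ranged from -0.37 to -0.16, and without knockout replicate 1 it fell (-0.37, adjusted p = 0.0357). Of 660 such refits of named genes in skeletal muscle, 44 lost and 3 gained a call, among them *Cdk4*, *Tk1*, *Pax7*, *Mdm2*, *Gadd45b*, *E2f3* and *Cpt1a*, and of 300 in heart 8 lost and 3 gained one. Replicate number as a block gave 2357 and 2167 genes in skeletal muscle, 323 and 8887 in heart and 7977 that differed between the tissues, but arrays with the same number did not resemble each other (correlations from -0.19 to 0.13), so they were not treated as pairs. Sex as a covariate, chosen after the data were seen, gave 2262 genes higher and 1702 lower in skeletal muscle and 753 and 9161 in heart. *Cdk4*, *Cpt1a*, *E2f3*, *Gadd45b*, *Pax7* and *Tk1* in skeletal muscle and *Cdkn1a* in heart then no longer passed (adjusted p = 0.0892, 0.0711, 0.0795, 0.0803, 0.0554, 0.0608 and 0.0867), while *Rrm2* rose in skeletal muscle (0.68, adjusted p = 0.00344) and *Gadd45a* fell in heart (-0.44, adjusted p = 0.0367). In heart, where wild-type replicate 2 was the only male, this covariate amounts to leaving that array out. The cause of the differences in skeletal muscle was not tested.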

Differences from the paper's values

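At the study's threshold the counts here, from 1 probe set per gene on the log2 scale, were below the paper's. The paper gives 631 genes lower in skeletal muscle, 106 higher and 3349 lower in heart, and 47 higher and 406 lower in both tissues; here they were 338, 41, 1779, 26 and 210. The paper's 478 genes higher in skeletal muscle stand against 325 here. Of the alternatives set before the data were examined, a pseudocount of 1 brought every count near the paper's (523 lower in skeletal muscle, 96 and 2707 in heart, 43 and 353 in both), and for the 47 genes higher in both tissues median centring (44) and array weights (42, from weights in heart that did not converge) did so too. Leaving out 1 array brought some counts within 1.5 times the paper's: without wild-type skeletal muscle replicate 3, 431 genes were lower in skeletal muscle and 271 in both tissues; without knockout heart replicate 2, 2339 were lower in heart and 36 higher in both; and without wild-type heart replicate 3, 33 were higher in both. The other alternatives set beforehand did not: for genes lower in skeletal muscle they gave 155 to 402, for heart 27 to 180 higher and 317 to 2132 lower, and for both tissues 16 to 86 higher and 81 to 253 lower.

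Tests on the linear intensities were chosen after these values were seen, because the ratios of Table S1 turned out to be ratios of mean intensities. With 1 probe set per gene they gave 79 genes higher in heart, and 40 higher and 319 lower in both tissues; over every listed probe set they gave 427 and 619 in skeletal muscle, 87 and 3241 in heart, and 43 and 414 in both. In the part of Table S1 used here, 380 genes tested here are higher in skeletal muscle at the paper's threshold; 374 of them pass it on the linear intensities, which drops 6, and 292 pass it on the log2 scale.

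Single genes are judged here at an adjusted p under 0.05, whereas the paper's threshold is an unadjusted p. The paper states in the text that *Sesn2* and *Tsc2* were up-regulated in skeletal muscle; neither passed the test here (0.21 and 0.24, adjusted p = 0.137 and 0.159; unadjusted p = 0.0432 and 0.0526), but *Sesn2* did after quantile normalization of all arrays (adjusted p = 0.0465) or within each tissue (0.0472). It states that the kinase genes *Cdk2* and *Cdk6* were down-regulated in both tissues; in skeletal muscle *Cdk2* (-0.27) and *Cdk6* (-0.05) did not pass (adjusted p = 0.13 and 0.796; unadjusted p = 0.0400 and 0.619), though *Cdk2* did without wild-type replicate 3 (adjusted p = 0.0493). It states that nearly every proliferation marker was strongly down-regulated in both tissues; of 31 measured, 22 fell in skeletal muscle, and 31 in heart as deposited and 26 after quantile normalization. The paper also reports a significant fall of selected genes of this group in both tissues by real-time PCR. Of the markers its text names, *E2f4*, *E2f5*, *Mcm3*, *Mcm4* and *Pcna* did not pass in skeletal muscle on the arrays (adjusted p = 0.175, 0.0938, 0.0717, 0.12 and 0.651, and unadjusted p = 0.0600, 0.0256, 0.0178, 0.0360 and 0.430). *E2f5* passed after quantile normalization of all arrays and with array weights, *Mcm3* with the replicate block, and *Mcm3* and *Mcm4* with array weights, with trended and robust moderation and without wild-type replicate 3. The paper's own Figures 3 and 4 mark *Cdk6*, *E2f4*, *Mcm4* and *Pcna* as not significant in skeletal muscle. They mark *E2f3* so as well, which fell here (-0.44, adjusted p = 0.0384), and *Cdkn1a* in heart, which rose here (0.49, adjusted p = 0.0379; 1.17, adjusted p = 0.00286 after quantile normalization). Neither passed with a pseudocount of 1 or 64, with the methods' t-test, with sex as a covariate (adjusted p = 0.0795 and 0.0867) or with most single arrays left out, and the mean of a gene's probe sets also ended the call of *E2f3*. In heart the sex covariate amounts to leaving out wild-type replicate 2, so it is not a further check there. By real-time PCR the paper reports a significant rise of *Cdkn1a* in heart, smaller than in skeletal muscle. The text states that *Rrm2*, among other cell cycle dependent genes, was down-regulated in both tissues. It adds that real-time PCR also showed the fall of these genes, which was not analysed here. On the arrays the change of *Rrm2* in skeletal muscle was 0.48 (adjusted p = 0.128). The values read from the paper's own array figure give *Rrm2* a ratio of -5.1 in heart and no ratio in skeletal muscle. The text names *Cav1* among down-regulated markers, which did not pass (adjusted p = 0.0622, unadjusted p = 0.0147) but did after quantile normalization of all arrays (adjusted p = 0.00317) or within each tissue (0.00311). It states that almost all β-oxidation enzymes were increased. Of 21 measured here 10 rose, 2 fell and 9 did not pass, with a median of 0.44. Those that fell were *Acsl5* and *Cpt1a* (-0.38 and -0.38, adjusted p = 0.0166 and 0.0436), and the fall of *Cpt1a* did not pass in several settings. *Acadvl*, and *Cpt1b* and *Acsl1*, which the paper names as increased, were not analysed here. Figure 4 marks *Aurka* as not significant in heart, where it fell here by 1.29 (adjusted p = 0.00154) but did not pass with the methods' t-test. Most ratios printed in Figures 3 and 4 match the ratios of mean intensities here; furthest apart are *Ccnd2* in heart (about -2.0 in Fig. 3, -2.9 here) and *Cdk7* in skeletal muscle (about -1.6 in Fig. 4, -1.1 here). From real-time PCR the paper reports a rise of *Rrm2b* in skeletal muscle; on the arrays it was 56.5 ± 7.65 and 56.1 ± 13.7 (-0.02, adjusted p = 0.953).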

Other observations

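In *Tk2* knockout heart, genes of macrophages fell beyond the overall shift. *Adgre1*, which encodes the macrophage marker F4/80, fell from 128 ± 27.1 to 30.5 ± 7.82 (log2 change -1.63, SE 0.16, adjusted p = 2.6e-05) (mean intensity ± SD, n = 3), and the complement gene *C1qb* from 575 ± 57.8 to 199 ± 16.6 (log2 change -1.46, SE 0.12, adjusted p = 1.6e-05); after quantile normalization the changes were -1.21 and -0.78. Of 18 macrophage genes 17 fell as deposited, and 13 fell and 1 rose after quantile normalization (14 and 1 over the list alone; camera adjusted p = 1.67e-06, and adjusted p = 0.502 with an estimated correlation). Of 20 interferon response genes 17 fell as deposited and 13 after quantile normalization (14 over the list alone; adjusted p = 7.35e-06, and adjusted p = 0.502 with an estimated correlation). In skeletal muscle 6 of the 20 fell and 1 rose (8 and 1 over the list alone; adjusted p = 0.0311, and adjusted p = 0.854 with an estimated correlation), and the 6 fell in heart too. After quantile normalization the list did not pass in skeletal muscle (camera adjusted p = 0.0569). The 1 that rose was *Rsad2*, which encodes the antiviral protein viperin: it rose in skeletal muscle from 100.2 ± 27.0 to 209 ± 17.2 (log2 change 0.98, SE 0.16, adjusted p = 0.00171) and fell in heart (-1.41, adjusted p = 2.4e-05; -0.73, adjusted p = 9.2e-04 after quantile normalization), and its change differed between the tissues (adjusted p = 9.6e-06, and 7.7e-04 after quantile normalization).

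Few nuclear genes of the respiratory chain passed the test in skeletal muscle as deposited. Of 35 complex I genes 1 rose, 3 fell and 31 did not pass the test, and of 40 genes of complexes II to V 0 passed in limma, with 4 at an unadjusted p under 0.05. After quantile normalization 8 complex I genes fell and 2 rose in skeletal muscle (8 and 2 over the list alone; camera adjusted p = 0.0369, and adjusted p = 0.823 with an estimated correlation), and 2 genes of complexes II to V fell. In heart as deposited all 35 and all 40 fell, and after quantile normalization 6 complex I genes fell and 0 genes of complexes II to V passed in limma, with 4 at an unadjusted p under 0.05. Of 14 histone genes 9 fell in skeletal muscle (9 over the list alone; camera adjusted p = 2.98e-04, and adjusted p = 0.854 with an estimated correlation), and of 15 circadian genes 7 rose and 1 fell (10 and 2 over the list alone; adjusted p = 4.88e-04, and adjusted p = 0.854 with an estimated correlation).

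Atrial genes varied widely among heart arrays of the same genotype, and the genes named here were chosen after their values were seen. The atrial myosin light chain gene *Myl7* was 13.3, 580.2 and 2641 on the 3 wild-type heart arrays and 1966, 144 and 1882 on the 3 knockout arrays. *Xist*, which is expressed from the inactive X chromosome of females, was 1.45, 1.48 and 1193 on the wild-type and 1047, 1.60 and 930.1 on the knockout skeletal muscle arrays, and 1500, 0.02 and 1550 on the wild-type and 779, 982 and 662 on the knockout heart arrays. Skeletal muscle and heart arrays with the same genotype and number therefore do not all come from the same mouse. By *Xist* and Y-linked genes, 1 female and 2 males were wild-type and 2 females and 1 male knockout among the skeletal muscle arrays, and 2 females and 1 male wild-type and 3 females knockout among the heart arrays, so sex is unbalanced between the genotypes. These counts differ between the tissues for each genotype. As labelled, the 2 tissues therefore cannot come from the same 3 mice per genotype, which is how the methods read. Whether animals or labels differ cannot be told. With sex as a covariate, which in heart amounts to leaving out wild-type replicate 2, 753 genes instead of 318 were higher in heart.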
